# Gene regulatory network architecture in different developmental contexts influences the genetic basis of morphological evolution

**DOI:** 10.1371/journal.pgen.1007375

**Published:** 2018-05-03

**Authors:** Sebastian Kittelmann, Alexandra D. Buffry, Franziska A. Franke, Isabel Almudi, Marianne Yoth, Gonzalo Sabaris, Juan Pablo Couso, Maria D. S. Nunes, Nicolás Frankel, José Luis Gómez-Skarmeta, Jose Pueyo-Marques, Saad Arif, Alistair P. McGregor

## Abstract

Convergent phenotypic evolution is often caused by recurrent changes at particular nodes in the underlying gene regulatory networks (GRNs). The genes at such evolutionary ‘hotspots’ are thought to maximally affect the phenotype with minimal pleiotropic consequences. This has led to the suggestion that if a GRN is understood in sufficient detail, the path of evolution may be predictable. The repeated evolutionary loss of larval trichomes among *Drosophila* species is caused by the loss of *shavenbaby* (*svb*) expression. *svb* is also required for development of leg trichomes, but the evolutionary gain of trichomes in the ‘naked valley’ on T2 femurs in *Drosophila melanogaster* is caused by reduced *microRNA-92a* (*miR-92a*) expression rather than changes in *svb*. We compared the expression and function of components between the larval and leg trichome GRNs to investigate why the genetic basis of trichome pattern evolution differs in these developmental contexts. We found key differences between the two networks in both the genes employed, and in the regulation and function of common genes. These differences in the GRNs reveal why mutations in *svb* are unlikely to contribute to leg trichome evolution and how instead *miR-92a* represents the key evolutionary switch in this context. Our work shows that variability in GRNs across different developmental contexts, as well as whether a morphological feature is lost versus gained, influence the nodes at which a GRN evolves to cause morphological change. Therefore, our findings have important implications for understanding the pathways and predictability of evolution.

## Author summary

A major goal of biology is to identify the genetic causes of organismal diversity. Convergent evolution of traits is often caused by changes in the same genes–evolutionary ‘hotspots’. *shavenbaby* is a ‘hotspot’ for larval trichome loss in *Drosophila*, but *microRNA-92a* underlies the gain of leg trichomes. To understand this difference in the genetics of phenotypic evolution, we compared the expression and function of genes in the underlying regulatory networks. We found that the pathway of evolution is influenced by differences in gene regulatory network architecture in different developmental contexts, as well as by whether a trait is lost or gained. Therefore, hotspots in one context may not readily evolve in a different context. This has important implications for understanding the genetic basis of phenotypic change and the predictability of evolution.

## Introduction

A major challenge in biology is to understand the relationship between genotype and phenotype, and how genetic changes modify development to generate phenotypic diversification. The genetic basis of many phenotypic differences within and among species have been identified [e.g. 1–15], and these findings support the generally accepted hypothesis that morphological evolution is predominantly caused by mutations affecting *cis*-regulatory modules of developmental genes [16]. Moreover, it has been found that changes in the same genes commonly underlie the convergent evolution of traits [reviewed in 17]. This suggests that there are evolutionary ‘hotspots’ in GRNs: changes at particular nodes are repeatedly used during evolution because of the role and position of the gene in the GRN, and hence the limited pleiotropic effect of the change [18–21].

The regulation of trichome patterning is an excellent system for studying the genetic basis of morphological evolution [22]. Trichomes are actin protrusions from epidermal cells that are overlaid by cuticle and form short, non-sensory, hair-like structures. They can be found on various parts of insect bodies during different life stages, and are thought to be involved in, for example, thermo-regulation, aerodynamics, oxygen retention in semi-aquatic insects, grooming, and larval locomotion [23–27] (Fig 1).

**Fig 1:**
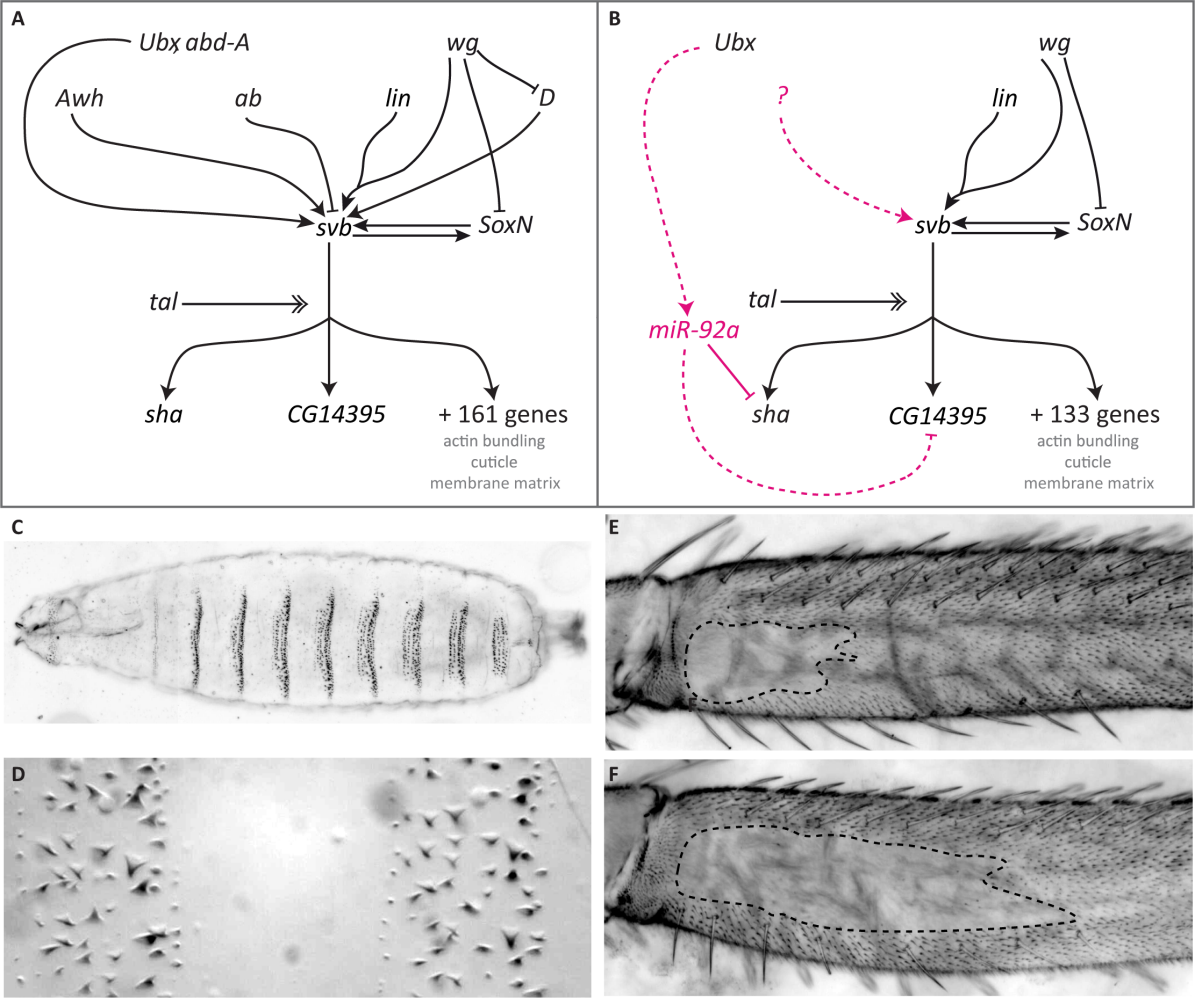
The GRN controlling formation of trichomes on larval and leg epidermis differs between these developmental contexts. (A) Simplified GRN for larval trichome development (see [22,29,81,82]). (B) GRN for leg trichome development. Magenta colour indicates interactions found only during leg trichome development. Dashed lines indicate likely interactions. Expression of *svb* is controlled by several upstream transcription factors and signalling pathways some of which are not active during leg trichome development. The question mark indicates that there are likely to be other unknown activators of *svb* in legs. Activation of Svb protein requires proteolytic cleavage involving small peptides encoded by *tal* [30–32]. Active Svb then regulates the expression of at least 163 target genes in embryos [29,33], the expression of 135 of which is detectable in legs. The products of these downstream genes are involved in actin bundling, cuticle segregation, or changes to the matrix, which lead to the actual formation of trichomes. SoxN and Svb activate each other and act partially redundantly on downstream targets in larvae [34,36] and this interaction probably also occurs in legs based on expression data. *miR-92a* is only expressed in naked leg cells where it represses *sha* and probably *CG14395* and thereby acts as a short circuit for *svb*. Its expression is likely controlled by *Ubx*. (C, D) Trichomes on the ventral side of the larval cuticle form stereotypic bands (denticle belts) separated by trichome-free cuticle. (E, F) A trichome-free region on the posterior of the T2 femur differs in size between different *D*. *melanogaster* strains. Shown are OregonR (E) and *e*^*4*^,*wo*^*1*^,*ro*^*1*^ (F).

The GRN underlying trichome formation on the larval cuticle of *Drosophila* species has been characterised in great detail [reviewed in 21,22,28] (Fig 1). Several upstream transcription factors, signalling pathways, and *tarsal-less* (*tal*)-mediated post-translational proteolytic processing, lead to the activation of the key regulatory transcription factor Shavenbaby (Svb), which, with SoxNeuro (SoxN), activates a battery of downstream effector genes [29–37]. These downstream factors modulate cell shape changes, actin polymerisation, or cuticle segregation, which underlie the actual formation of trichomes [29,33]. Importantly, ectopic activation of *svb* during embryogenesis is sufficient to drive trichome development on otherwise naked larval cuticle, and loss of *svb* function leads to a loss of larval trichomes [38].

Regions of dorso-lateral larval trichomes have been independently lost at least four times among *Drosophila* species [39,40]. Recombination mapping and functional studies have shown that in all cases analysed, this phenotypic change is caused by changes in several *svb* enhancers, resulting in a loss of *svb* expression [6,10,39–42]. The modular enhancers of *svb* are thought to allow the accumulation of mutations that facilitate the loss of larval trichomes in certain regions without deleterious pleiotropic consequences. It is thought that evolutionary changes in larval trichome patterns cannot be achieved by mutations in genes upstream of *svb* because of deleterious pleiotropic effects, while changes in individual *svb* target genes would only affect trichome morphology rather than their presence or absence [19–21,29,33]. Given the position and function of *svb* in the larval trichome GRN, these data suggest that *svb* is a hotspot for the evolution of trichome patterns more generally because it is also required for the formation of trichomes on adult epidermis and can induce ectopic trichomes on wings when over expressed [38,43]. Therefore, one could predict that changes in adult trichome patterns are similarly achieved through changes in *svb* enhancers [20,21].

The trichome pattern on femurs of second legs also varies within and between *Drosophila* species [1,44] (Fig 1). In *D*. *melanogaster*, an area of trichome-free cuticle or ‘naked valley’ varies in size among strains from small to larger naked regions. Other species of the *D*. *melanogaster* species subgroup only exhibit larger naked valleys [1,44]. Therefore, trichomes have been gained at the expense of naked cuticle in some strains of *D*. *melanogaster*. Differences in naked valley size between species have previously been associated with differences in the expression of *Ultrabithorax* (*Ubx*), which represses the formation of leg trichomes [44]. However, genetic mapping experiments and expression analysis have shown that naked valley size variation among populations of *D*. *melanogaster* is caused by *cis*-regulatory changes in *miR-92a* [1]. This microRNA represses trichome formation by repressing the *svb* target gene *shavenoid* (*sha*), and *D*. *melanogaster* strains with small and large naked valleys exhibit weaker or stronger *miR-92a* expression, respectively, in developing femurs [1,45]. Therefore, while *svb* is thought to be a hotspot for the evolutionary loss of patches of larval trichomes, it does not appear to underlie the evolutionary gain of leg trichomes in *D*. *melanogaster*.

Differences in GRN architecture among developmental contexts may affect which nodes can evolve to facilitate phenotypic change in different tissues or developmental stages. In addition, an evolutionary gain or loss of a phenotype may also result from changes at different nodes in the underlying GRN, i.e. alteration of a particular gene may allow the loss of a trait but changes in the same gene may not necessarily result in the gain of the same trait. Therefore, a better understanding of the genetic basis of phenotypic change and evaluation of the predictability of evolution require characterising the expression and function of GRN components in different developmental contexts, and studying how the loss versus the gain of a trait is achieved.

Here we report our comparison of the regulation of trichome development in legs versus embryos. Our results reveal differences in expression and function of key components of the GRN between these two developmental contexts. These differences indicate that *svb* is likely unable to act as a switch for the gain of leg trichomes because it is already expressed throughout the legs in both naked and trichome-producing cells. Instead, regulation of *sha* by *miR-92a* appears to act as the switch between naked and trichome-producing cells in the leg. This shows that differences in GRNs between different developmental contexts can affect the pathway used by evolution to generate phenotypic change.

## Results

### Differences in gene expression between leg and larval trichome development

The embryonic expression, regulation, and function of many genes involved in larval trichome formation is well understood [for example, see 29,32–38,42,46] (Fig 1A). To characterise the regulation of leg trichome development better we first carried out RNA-Seq of T2 pupal legs between 20 and 28 hours after puparium formation (hAPF): the window when leg trichomes are specified [44] (S1–S6 Files). 

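The legs came from eworo and OreR, with 3 RNA-Seq libraries per strain and the second legs of about 80 pupae in each replicate. The authors aligned the reads with TopHat2 and gave each gene an FPKM value per library with Cufflinks, with no scaling between libraries. The confidence limits deposited beside these values imply, as an approximation, between 9734367 fragments, in OreR replicate 3, and 10631755 fragments, in eworo replicate 2. Libraries of one strain correlated with r of 0.852 to 0.899 across all genes compared and of 0.947 to 0.986 across those above 0 in all libraries, and genes are not independent replicates. Across the latter, pairs of different strains had r of 0.921 to 0.965. The pair of eworo replicate 1 and OreR replicate 2 (0.965) lay above every pair of eworo libraries (0.947 to 0.958). So did eworo replicate 2 with OreR replicates 1 to 3 (0.964, 0.963 and 0.965). Cufflinks joins overlapping genes in a single entry, and this joining differed between libraries, so that 4848 genes or joined groups with a mean above 1 FPKM had one name in all 6 libraries and could be compared. The values were divided by a scaling factor per library (0.998 to 1.01), and log2(FPKM + 1) was compared between the strains with limma at an adjusted p (Benjamini-Hochberg) under 0.05. A log2 difference on this scale understates the change of low genes. An exact 0 can be a failed estimate: 478 genes were listed at 0 in 1 library and were above 5 FPKM in the other 5, although the files mark the status of all these entries as OK. Of these, 190 have entries named alike in all libraries, and in the others naming or joining differs too. For 176 of the 190 the authors' deposited strain comparison holds a value for the same strain, with a median of 0.927 times the mean of the other libraries. For genes with such a 0 the value of each library is given. Long genes had lower values in eworo replicates 1 and 3 than in the other libraries. For the 654 genes with the longest spans, from 10301 bp, the median log2 deviation from the gene mean was -0.41 in eworo replicate 1, -0.15 in eworo replicate 3 and 0.20 in eworo replicate 2, and it was 0.11, 0.01 and 0.25 in OreR replicates 1 to 3.

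**Figure D1:**
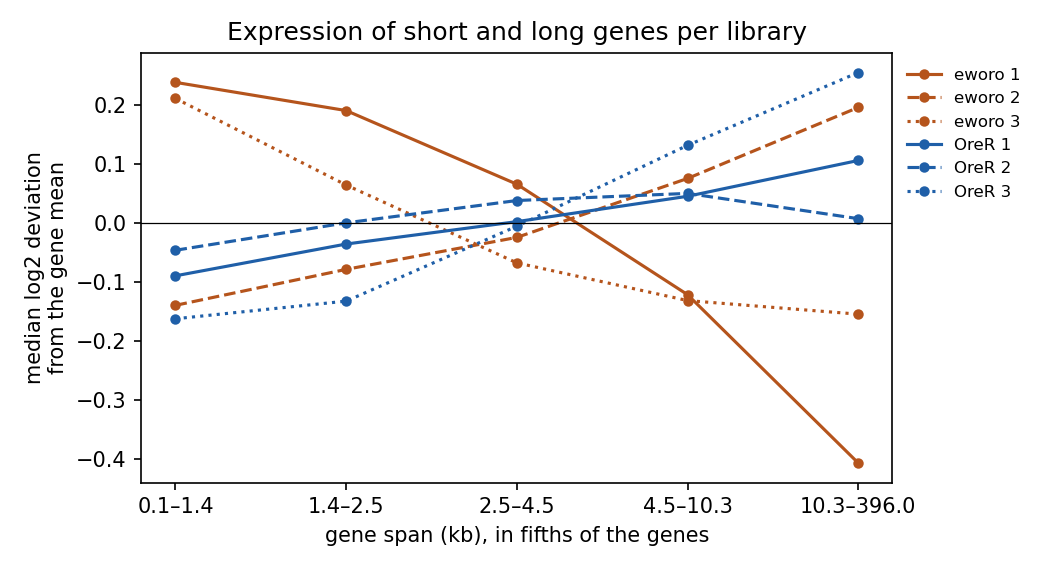
Median log2 deviation from the gene mean for each library, for genes in 5 groups by span (kb). The line of eworo replicate 1 runs from 0.24 for the shortest genes to -0.41 for the longest, and that of eworo replicate 2 from -0.14 to 0.20.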

We tested if genes known to play a role during larval trichome formation are also expressed in our samples and used a cut-off of 1 fragment per kilobase per million (FPKM) reads mapped to determine if a gene is most likely expressed or not. Note that we chose not to compare the actual expression levels of trichome genes in our leg data sets with those of previously published expression data for embryos because it is difficult to interpret what any quantitative differences in overall expression levels between these two heterogeneous mixtures of cells might mean with respect to trichome development. 

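In the leg libraries 15 of the 19 genes of the upstream part of the larval network had a mean above 1 FPKM in both strains. The median of these 19 genes was 18.9 FPKM in eworo and 23.0 FPKM in OreR (n = 3 libraries per strain). The signalling pathways that pattern the embryonic epidermis were expressed almost completely: 28 of 29 genes of Notch signalling, 26 of 28 genes of Wnt signalling and 23 of 24 genes of EGF signalling were above 1 FPKM in both strains. All 27 genes of the actin machinery that builds a trichome were above this level, as were 12 of 14 genes listed under zona pellucida proteins, which shape the apical matrix around the growing trichome. That list also holds mas, a serine protease homologue. Of 34 genes that process the Svb protein or encode subunits of the proteasome, which trims Svb into an activator, all were above 1 FPKM in both strains.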

We found that key genes known to be involved in larval trichome formation are expressed in legs. These include *Ubx*, *SoxN*, *tal*, *svb*, and *sha*, as well as key components of the Delta-Notch, Wnt and EGF signalling pathways (Fig 1, and S1 Table). However, expression of several genes known to regulate larval trichome development [29,33,36] is barely detectable in legs (i.e. below or around 1 FPKM). These include *Dichaete*, *Arrowhead*, and *abrupt*, which are also known to regulate *svb* expression during larval trichome development [34,42] (Fig 1 and S1 Table). Furthermore, the expression of 28 of the 163 known targets of *svb* in embryos [29,33] is barely detectable in our dataset (FPKM at or below 1) (S2 Table). In addition, 12 out of the 43 genes thought to be involved in larval trichome formation independently of *svb* [33,36] are also expressed at levels of less than 1 FPKM in legs (S3 Table). Therefore, our RNA-Seq data evidence key differences in both upstream and downstream components of the leg trichome GRN when comparing it to what is known for the embryonic GRN that specifies larval trichomes.

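The Hox gene *Ubx* (FBgn0003944) lies on chromosome 3R of the Release 6 genome from 16656623 to 16734426. It had 3.96 and 8.67 FPKM in eworo replicates 1 and 2 and was listed at 0 in replicate 3, and it had 12.6, 5.77 and 8.04 FPKM in OreR replicates 1 to 3. The authors' deposited table gives *Ubx* 8.05 FPKM in eworo and 10.6 FPKM in OreR. *SoxN* (FBgn0029123), which encodes a Sox transcription factor that activates *svb* in the embryo, was low, at 1.78 ± 0.63 FPKM in eworo and 2.42 ± 0.46 FPKM in OreR (SD, n = 3 each). The peptide-coding gene *tal*, named *tal-3A* in the files, had 52.9 ± 8.8 and 51.7 ± 3.6 FPKM. For *svb*, which the files name *ovo* (FBgn0003028), the spread between libraries was wide: 5.81, 26.3 and 17.1 FPKM in eworo and 23.5, 9.62 and 26.1 FPKM in OreR. The *svb* target *sha* (FBgn0003382), whose product organises the actin of the trichome, lies on chromosome 2R from 11324314 to 11336463 and had 16.3 ± 4.1 FPKM in eworo and 19.0 ± 1.5 FPKM in OreR (SD, n = 3 each). Among the signalling genes, N encodes the Notch receptor and had 40.9 ± 16 and 44.9 ± 5.4 FPKM, and *Dl*, which encodes its ligand, had 9.2 ± 6.8 and 11.0 ± 6.8 FPKM. The Wnt ligand gene *wg* had 24.2 ± 3.9 and 28.5 ± 2.3 FPKM, and the EGF receptor gene *Egfr* had 72.5 ± 14 and 95.3 ± 1.6 FPKM, in eworo and OreR in turn.

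**Figure D2:**
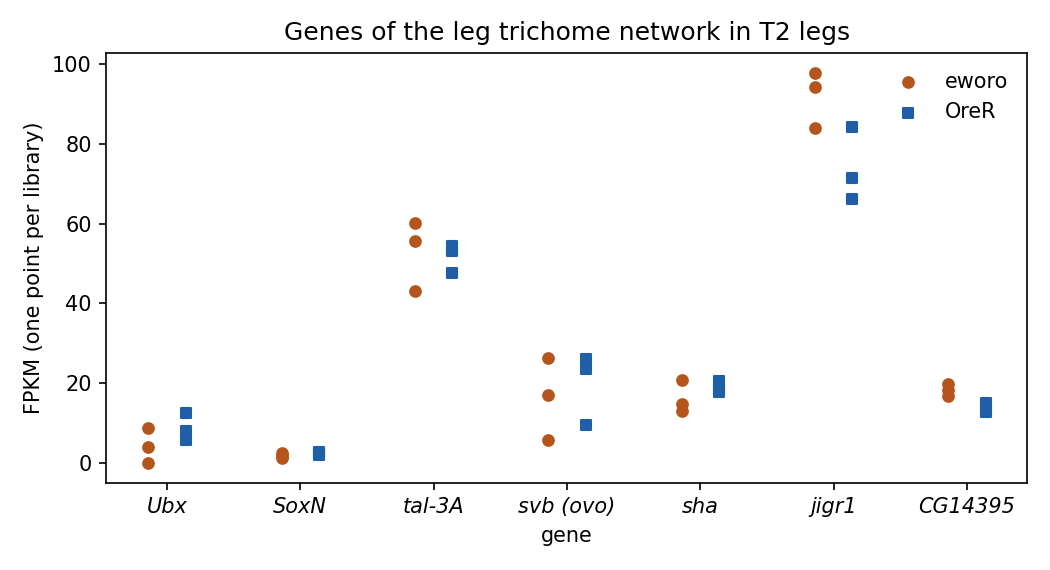
FPKM of 7 genes of the leg trichome network in T2 legs. Each point is one library, circles for eworo and squares for OreR (3 each). The libraries of *svb* run from 5.81 to 26.3 FPKM and the strains overlap, and *jigr1* has the highest values.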

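*Dichaete*, listed as D (FBgn0000411), encodes a Sox protein and had a mean of 0.76 ± 0.17 FPKM in eworo and 0.656 ± 0.38 FPKM in OreR (SD, n = 3 libraries each). The LIM-homeobox gene *Arrowhead* (*Awh*, FBgn0013751) had 1.02 ± 0.31 FPKM in eworo and 0.711 ± 0.50 FPKM in OreR. The BTB transcription factor gene *abrupt* (*ab*, FBgn0264442) shares its entry with a small nucleolar RNA in part of the libraries; it had 0.392, 1.53 and 0.997 FPKM in eworo and 1.51, 0 and 1.2 FPKM in OreR replicates 1 to 3. The Hox gene *abd-A* was at 0.0557 ± 0.034 and 0.0662 ± 0.041 FPKM. These 4 genes were the only ones of 19 upstream genes with a mean at or below 1 FPKM in at least 1 strain, and 3 of them were at or below 1 in both. Libraries of one strain straddled the limit of 1 FPKM for *Awh*, *ab* and, in OreR, D. At a limit of 0.5 FPKM the count falls to 1 gene, *abd-A*. Chromatin at D, *Awh* and *ab* was open in the ATAC-Seq lists of the same tissue: D had 2 peaks in OreR and 1 in eworo, *Awh* 7 and 5, and *ab* 19 and 17.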

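Of 161 genes of S2 Table found in all 6 libraries, 29 had a mean at or below 1 FPKM in at least 1 strain, and 23 of them were at or below 1 FPKM in both. These are single examples, and no gene group was tested among the low genes. The zona pellucida gene *dyl* had 0.363 FPKM in eworo and 0.233 FPKM in OreR, and *zye*, of the same family, had 0.0150 and 0.0521 FPKM. The cuticle protein gene *Cpr11A* had 0.0219 and 0.0488 FPKM, and y, whose product darkens the cuticle, had 0.187 and 0.443 FPKM. The nuclear receptor gene *Hr3*, which acts in the response to ecdysone, had 0.484 and 0.580 FPKM, and the Sox gene *Sox21b* had 0.290 and 0.298 FPKM (means, n = 3 libraries each). Other members were listed at 0 in all 6 libraries, among them *Tb*, a cuticle protein gene, *Hmgs* and *bw*. In a few the count rests on a 0 in some libraries beside a high value in another: *PTPMT1* was listed at 0 in every library except eworo replicate 3, with 153 FPKM, and *Peritrophin-A* likewise had 43.1 FPKM in that replicate and 0 elsewhere. *ZnT86D* was listed at 0 in eworo and had 33.5, 0 and 3303 FPKM in OreR replicates 1 to 3. A 0 in 1 library beside a value above 5 FPKM in another was found for 23 of the 161 genes, and 69 share an entry with other genes in at least 1 library. The genes *dyl*, *PTPMT1*, *Peritrophin-A*, *ZnT86D* and the others of this paragraph apart from y were chosen after their values were seen.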

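S3 Table holds 43 genes that were placed in the larval programme independently of *svb*, and all were found in the 6 leg libraries. Of these, 13 had a mean at or below 1 FPKM in at least 1 strain and 11 in both. They include *Osi17*, of the Osiris family of epidermal membrane proteins (0.293 FPKM in eworo and 0.195 FPKM in OreR), the cuticle protein gene *TwdlG* (0.0430 and 0.0730 FPKM) and the yellow family genes *yellow-d*, listed at 0 in all 6 libraries, and *yellow-e3* (0.0759 and 0.470 FPKM). *CG15080* lay at the limit, with 0, 1.92 and 1.05 FPKM in eworo and 1.25, 0.383 and 1.05 FPKM in OreR. *CG15282* was low in eworo alone, at 0.694, 1.04 and 0.517 FPKM against 4.98, 2.38 and 2.36 FPKM. Above the limit the group spans a wide range, and the transcription factor gene *grh*, which controls epidermal differentiation, had 24.3, 81.7 and 47.5 FPKM in eworo and 62.2, 35.9 and 80.8 FPKM in OreR, in an entry joined with Dhit. The low genes of this paragraph were chosen after their values were seen.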

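Other gene groups of the leg epidermis were mostly expressed. Of 37 genes of chitin and cuticle 29 were above 1 FPKM in both strains, with a median of 31.7 FPKM in eworo and 30.9 FPKM in OreR. The chitin synthase gene *kkv* had 63.4 ± 6.5 and 86.1 ± 6.4 FPKM (SD, n = 3 each), and *obst-B*, which encodes a chitin-binding protein, had 173 ± 34 and 190 ± 23 FPKM. All 15 genes of planar cell polarity were above 1 FPKM, as were 29 of 33 leg patterning genes, among them *Dll*, the homeobox gene of the distal leg, with 93.4 ± 25 and 113 ± 28 FPKM. Tissues other than the epidermis contribute to these pools: 19 of 24 muscle markers and 14 of 24 markers of neurons and sensory organs were above 1 FPKM in both strains, but only 5 of 12 tracheal markers. Because of this mixture the values do not say which cells express a gene. From the genes that are expressed or missing in legs, the paper concludes that the leg network differs from the embryonic one both upstream and downstream of *svb*.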

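Between eworo and OreR, 84 genes were higher in eworo and 44 were lower at an adjusted p under 0.05 from limma, of 4848 genes compared (740 at an unadjusted p under 0.05). For 106 of these 128 genes no library had a 0 beside a mean above 5 FPKM. Failed estimates are not excluded for them, since this count covers exact zeros alone. Of these genes 98 have a value in the authors' comparison, and 83 passed there in the same direction, adjusted over the genes compared. *SPH93*, a serine protease homologue, has such a 0, with 0.379, 0 and 0.311 FPKM in OreR and 36.1, 32.2 and 44.4 FPKM in eworo (log2 difference 4.97, standard error 0.20, adjusted p = 0.00024; 4.83 with the 0 as missing). *CG30457* rose from 0.963 ± 0.40 to 18.1 ± 7.0 FPKM (SD, n = 3 each; log2 difference 3.24) and *CG7695* from 0.436 ± 0.15 to 10.1 ± 3.2 FPKM (2.91). *CHKov1*, a gene known for natural variants linked to insecticide and virus resistance, was at 15.2 ± 4.3 FPKM in OreR and 0.42 ± 0.16 FPKM in eworo, a log2 difference of -3.47 (standard error 0.25, adjusted p = 0.00241). *RpS5b*, a paralogue of a ribosomal protein gene, was at 8.67 ± 1.3 FPKM in OreR and 0.477 ± 0.13 FPKM in eworo (-2.70, adjusted p = 0.00172). In the cytochrome P450 family, which detoxifies foreign compounds, 18 members were compared, and *Cyp6a2* rose (log2 difference 1.83) while *Cyp4d8* fell (-1.61); adjusted over the list alone, 5 were higher and 1 was lower. Dopa decarboxylase (*Ddc*), which makes dopamine for neurons and for the hardening and colour of the cuticle, had 17.8, 20.6 and 11.4 FPKM in eworo and 146, 206 and 71.3 FPKM in OreR (log2 difference -2.92, standard error 0.44, adjusted p = 0.036). The ecdysone-dependent cuticle gene *Edg91* had 64.6, 87.1 and 37.3 FPKM against 319, 359 and 206 FPKM (-2.25, adjusted p = 0.0489). The antimicrobial peptide gene *Dro* was lower in eworo (-2.36), and 2 other genes among 12 of this group were higher when adjusted over the list alone. The calls of *SPH93*, *CG30457*, *CG7695*, *CHKov1*, *RpS5b* and *Cyp6a2* held without any 1 library. With a replicate block *CG30457* (adjusted p = 0.157), *CG7695* (0.0750), *RpS5b* (0.0782) and *Cyp6a2* (0.110) lost their calls, and with the authors' p-values *SPH93* (0.0709), *CG7695* (0.146) and *Cyp6a2* (0.218) did. With 1 library left out, *Ddc* kept its call only without OreR replicate 3, with an adjusted p of 0.0646 to 0.150 without each of the other libraries. *Edg91* lost its call whichever library was left out (adjusted p of 0.0503 to 0.184). In the same way *Dro* kept its call only without eworo replicate 2 or 3 (0.0705 to 0.129 without the others) and *Cyp4d8* only without OreR replicate 2 (0.0573 to 0.0948 without the others). With a replicate block *Dro* (0.161) and *Cyp4d8* (0.211) lost their calls too, and with no filter *Ddc* (0.108), *Edg91* (0.134), *Dro* (0.0938) and *Cyp4d8* (0.0835) did. The number of genes higher in eworo fell from 84 to 52, 42, 46 and 45 without eworo replicate 1, eworo replicate 3, OreR replicate 1 and OreR replicate 3, and the number lower to 25, 30 and 26 without the last 3 of these and to 30 without the first. For 1127 genes, or 23.2%, all libraries of one strain lay above all of the other, where chance gives 10% on average over the splits of the libraries. Genes that vary together can move this share in a single split. It was not computed for the other splits, so the excess cannot be assigned to strain.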

Our leg RNA-Seq data also allowed us to compare expression between strains of *D*. *melanogaster* with different sizes of naked valley: Oregon R (OreR) which has a small naked valley and *ebony*^*4*^, *white ocelli*^*1*^, *rough*^*1*^ (eworo) which has a large naked valley (Fig 1). The size of the naked valley in these two strains is caused by differential expression of *miR-92a* [1]. We found that none of the known regulators of *svb* are differentially expressed between these two strains. In addition, we did not detect any significant differences in the expression of *svb* itself or most of its target genes including *sha* (S1, S2 and S3 Tables). However, we did find a trend towards higher expression of *jing interacting gene regulatory 1* (*jigr1*) in the large naked valley strain eworo, although this difference is not significant after p value correction for false discovery rate (FDR) (S1 Table). 

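No gene of 12 upstream genes that could be compared passed an adjusted p of 0.05 in limma, and 2 of them had an unadjusted p under 0.05. S1 Table gives upstream genes of the trichome network, and its values were measured on these samples, so those values are not independent of the libraries. *SoxN* had a log2 difference between eworo and OreR of -0.31 (standard error 0.23, adjusted p = 0.529), *wg* one of -0.23 (0.451) and N one of -0.19 (0.725). For *Ubx* the fitted difference was -1.37 with a standard error of 0.87 (adjusted p = 0.469), and without eworo replicate 3, which is listed at 0, it was -0.44. *Egfr* differed by -0.40 (standard error 0.15, adjusted p = 0.301), and without eworo replicate 2 it passed the threshold (-0.56, adjusted p = 0.0336, with 0.0336 to 0.732 over its alternatives). Adjusted over the list alone, none of the 12 genes was past the threshold. Of 17 genes of EGF signalling 16 had lower fitted values in eworo, with a median log2 difference of -0.40. No member passed alone, 2 at an unadjusted p under 0.05 and none adjusted over the list alone; *rl*, the MAP kinase of the pathway, was at 38.5, 113 and 93.3 FPKM against 161, 115 and 198 FPKM. As a list these genes were lower in eworo with limma's camera and a preset correlation (adjusted p = 0.00451), but not with an estimated correlation (p = 0.190, adjusted p = 0.731) nor without eworo replicate 1 (adjusted p = 0.0836, with 0.000244 to 0.468 over its alternatives). Among genes of known span the median was -0.33 (adjusted p = 0.0141), and with the trend of each library with gene span removed, an alternative chosen after the data were seen, it was -0.09 (0.468). Genes of this list have long spans, with a median of 13265 bp, and eworo replicate 1 had the lowest values of long genes. Genes of Wnt signalling (18 compared, median -0.32, camera adjusted p = 0.114) and of Notch signalling (21 compared, median -0.24, camera adjusted p = 0.516) did not pass as lists, nor did S1 Table itself (median -0.27, camera adjusted p = 0.161). With 1 library left out, S1 Table passed without eworo replicate 2 (median -0.49, adjusted p = 0.0271), and Wnt signalling passed without eworo replicate 2 (-0.44, 0.00755) or OreR replicate 2 (-0.35, 0.0463). Genes of these lists have long spans too, with medians of 17721.5 bp for S1 Table and 15649.5 bp for Wnt signalling. With no library left out and the gene span trend removed, their median log2 differences were -0.10 and -0.09 (camera adjusted p = 0.594 for each). The passes with a library left out were not tested apart from this trend.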

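Among 80 genes of S2 Table that could be compared, 2 were higher in eworo and 1 was lower at an adjusted p under 0.05 from limma (17 at an unadjusted p under 0.05). Adjusted over the list alone, 3 were higher and 1 was lower. The paper takes the genes of the table from earlier work on embryos, while the FPKM printed there come from these samples. *CG10932* (FBgn0029969) had 47.8 ± 5.9 FPKM in eworo and 24.9 ± 2.4 FPKM in OreR (SD, n = 3 each), a log2 difference of 0.91 (standard error 0.13, adjusted p = 0.0318). *CG7860* (FBgn0030653) had 231 ± 47 and 107 ± 15 FPKM, a difference of 1.09 (standard error 0.18, adjusted p = 0.049). *CG7173* (FBgn0037099) was the gene that fell, from 7.25 ± 0.40 FPKM in OreR to 1.67 ± 0.11 FPKM in eworo (-1.62, standard error 0.13, adjusted p = 0.00362). The call of *CG7173* held without any 1 library. *CG7860* lost its call whichever library was left out (adjusted p of 0.0705 to 0.188), and *CG10932* without each library except eworo replicate 2 (adjusted p up to 0.125, without eworo replicate 3), so that *CG7173* was the 1 target called without eworo replicate 1, eworo replicate 3, OreR replicate 1 or OreR replicate 3. Without OreR replicate 2 both *CG10932* (0.0627) and *CG7860* (0.0721) were lost, and the count of 3 there includes *CG4666* (0.037). With a replicate block all 3 calls were lost (0.122 for *CG7173*). For *svb* itself the log2 difference was -0.35 with a standard error of 0.63 (adjusted p = 0.768). The entry of *sha* was named differently between libraries and is outside the limma fit; on log2(FPKM + 1) a two-sided exact permutation test gave p = 0.4, where 3 libraries against 3 cannot go below 0.1 and so cannot show that the strains are alike. The actin regulator *sqh*, the myosin light chain, had 322 ± 10 and 258 ± 17 FPKM (log2 difference 0.32, adjusted p = 0.151). Of 19 genes of S3 Table none passed the threshold in limma (3 at an unadjusted p under 0.05, none adjusted over the list alone); their median log2 difference was -0.12, and among 15 of them with known span it was -0.11 and turned to 0.09 once the trend with gene span was removed. Without eworo replicate 2, 1 gene of S3 Table passed, as did 1 of S1 Table.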

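In eworo *jigr1* (FBgn0039350), which encodes a DNA-binding protein of the MADF family, had 94.3, 83.9 and 97.8 FPKM, and in OreR 84.2, 71.4 and 66.1 FPKM. The means were 92.0 ± 7.3 and 73.9 ± 9.3 FPKM (SD, n = 3 each). The log2 difference of 0.32 (standard error 0.12) was not past the threshold in limma (adjusted p = 0.305). A two-sided exact permutation test on log2(FPKM + 1) gave p = 0.2, and the lowest eworo library lay below the highest OreR library. The values belong to an entry that Cufflinks joined from *jigr1*, *mir-92b* and the non-coding gene *CR45917* and cannot be divided among them. The authors' deposited table, which lists *jigr1* by itself, gives 78.6 FPKM in eworo and 54.8 FPKM in OreR, with q = 0.115.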

Interestingly, *miR-92a* is co-expressed with *jigr1* during neuroblast self-renewal [47] and it is located in one of its introns. Therefore higher expression of *miR-92a* may be indirectly detectable in eworo (S1 Table). These results are consistent with *miR-92a*-mediated post-transcriptional regulation causing differences in naked valley size, and since this only occurs in a small proportion of leg cells, the effect on transcripts is likely to be difficult to detect using RNA-Seq.

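In the Release 6 genome *jigr1* spans 25637843 to 25651874 of chromosome 3R, and *mir-92a* lies inside it from 25646506 to 25646600. Its paralogue *mir-92b* lies in the same gene from 25651398 to 25651497. In the ATAC-Seq lists of second legs 10 OreR peaks and 9 eworo peaks of accessible chromatin overlap *jigr1*. The highest peak of the gene has its summit at 25644134 in OreR, with a height of 86, and at 25644137 in eworo, with a height of 85; the heights are the authors' and have no replicate error. Neither *mir-92a* nor *mir-92b* is itself overlapped by a peak in either strain.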

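How well limma recovers changes was tested on simulated data with each gene's spread in the real libraries, 3 libraries per strain and 4848 genes. Of genes changed by log2 1 limma recovered 57.4%, and of those changed by log2 2 it recovered 79.0%. On average 8 unchanged genes were called, beside 200 changed ones and a list shifted by log2 0.5. The simulated genes varied independently, without the trend with gene span of the real libraries, so these shares need not hold for the real data. The SD of *sha* within eworo was 4.1 FPKM on a mean of 16.3. The paper takes the role of *miR-92a* from earlier work, finds the RNA values in keeping with its acting after transcription, and reasons that an effect in so few leg cells would probably be hard to see in RNA from whole legs.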

### *miR-92a* is sufficient to repress leg trichomes and acts downstream of *Ubx*

We next further examined the function of specific genes during leg trichome development compared to their roles in the formation of larval trichomes. It was previously shown that mutants of *miR-92a* have small naked valleys [48], which is consistent with the evolution of this locus underlying natural variation in naked valley size [1]. We confirmed these findings using a double mutant for *miR-92a* and its paralogue *miR-92b* [47], which exhibits an even smaller naked valley (Fig 2). Note that we did not detect any changes to the larval trichome pattern in these mutants compared to heterozygotes. We examined the morphology of the proximal leg trichomes gained from the loss of *miR-92a* compared to the trichomes found more distally. We found that the trichomes gained were indistinguishable from the other leg trichomes (S1 Fig). This suggests that all of the genes required to generate leg trichomes are already transcribed in naked valley cells, but that *miR-92a* must be sufficient to block their translation. Indeed, we found that the extra trichomes that develop in the naked valley in the absence of *miR-92a* are dependent on *svb* because in a *svb* mutant background no trichomes are gained after loss of *miR-92a* (Fig 2). Furthermore, these results also show that trichome repression by *Ubx* in the naked valley requires *miR-92a* because trichomes in the *miR-92a* mutant develop in the region where *Ubx* is expressed [44]. Thus, our data confirm that *Ubx* plays opposite roles in the larval and leg trichome GRNs: in embryos *Ubx* activates *svb* to generate larval trichomes [46], while we show that *Ubx*-mediated repression of leg trichomes [44,49] depends on *miR-92a* (Figs 1 and 2).

**Fig 2:**
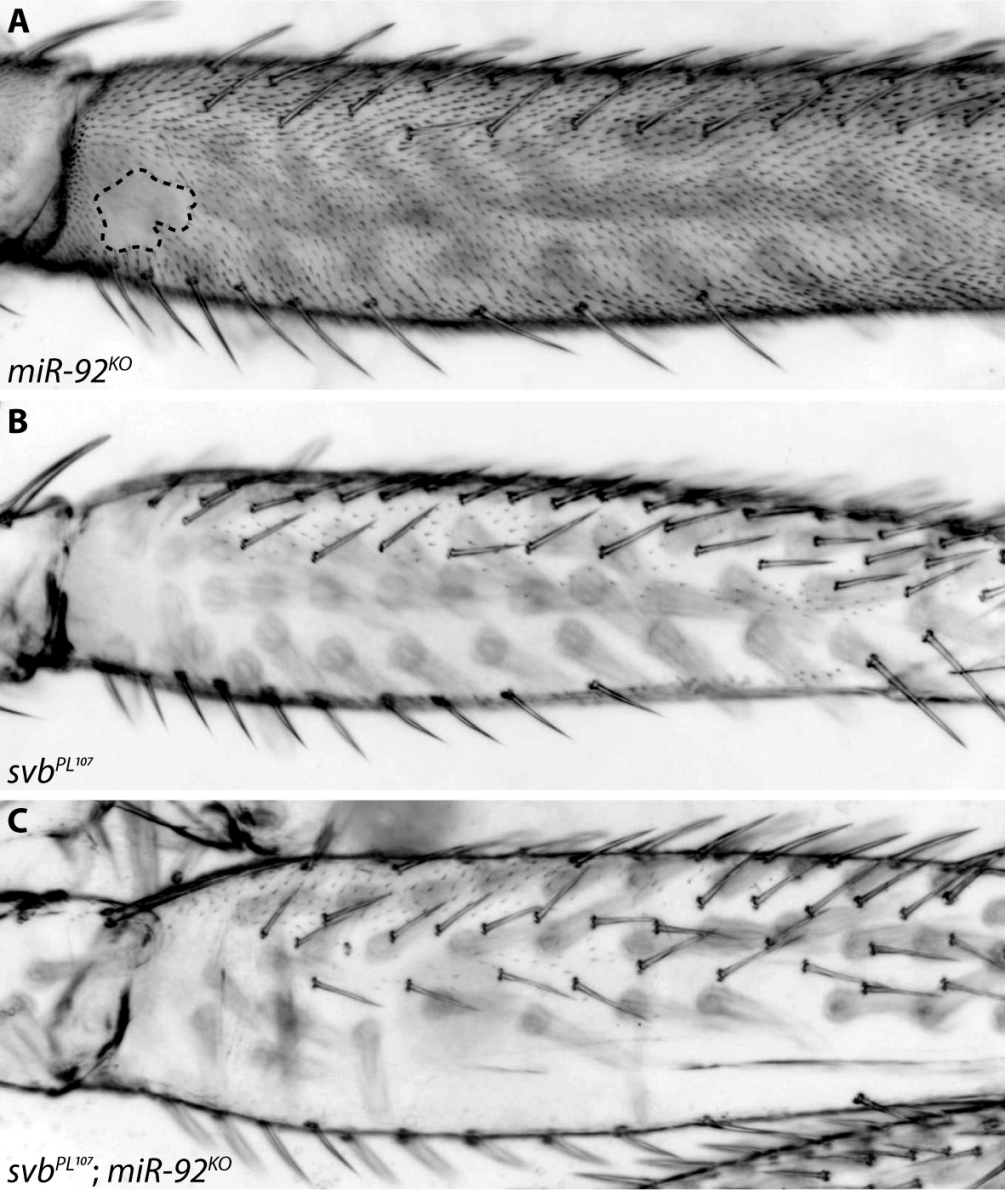
Leg trichome patterns in *miR-92a*/*miR-92b* mutants. (A) Flies mutant for both *miR-92a* and *miR-92b* gain trichomes in the naked valley. (B) Most trichomes on the posterior T2 femur are repressed in *svb*^*PL107*^ flies. (C) No trichomes are gained upon loss of *miR-92a* and *miR-92b* in a *svb*^*PL107*^ background.

### Regulation of *svb* during leg trichome patterning

The results above suggest that *svb* is expressed in the naked valley but is unable to induce the formation of trichomes because of the presence of *miR-92a*. To test this further we examined the expression of *svb* transcripts in pupal T2 legs using *in situ* hybridization. However, this method produced inconsistent results among legs and it was difficult to distinguish between signal and background in the femur. Therefore we examined the expression of a nuclear localising GFP inserted into a BAC containing the entire *svb cis*-regulatory region, which was previously shown to reliably capture the expression of this gene [43]. We detected GFP throughout T2 legs at 24 hAPF including in the proximal region of the posterior femur (S2 Fig). This indicates that *svb* is expressed in naked valley cells that do not produce trichomes as well as in more distal trichome-producing cells.

We next investigated the regulatory sequences responsible for *svb* expression in T2 legs. To do this we carried out ATAC-Seq [50,51] on chromatin from T2 legs during the window of 20 to 28 hAPF when leg trichomes are specified [44]. 

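ATAC-Seq, in which a transposase cuts accessible DNA and marks it for sequencing, was run on 3 samples per strain, and the authors pooled them into 1 list of peaks for OreR and 1 for eworo. With no list per sample, no replicate error can be given for any peak. According to the headers of the lists, MACS2 kept 56972082 of 193178857 tags in OreR (29.5%) and 53862732 of 170109980 in eworo (31.7%), with 1 tag at most per position, and called peaks at a q of 0.01. The lists hold 42015 peaks for OreR and 44398 for eworo, with a median length of 141 bp in both. Of the OreR peaks 86.6% overlapped an eworo peak by at least 1 bp (95% Wilson interval 86.3 to 86.9%), and of the eworo peaks 81.7% overlapped an OreR peak (81.4 to 82.1%). When the peaks of the other strain were moved by 10000 bp, 16.1% and 15.3% overlapped. Sharing rises with peak height: in eworo 52.7% of the peaks with a height of 39 to 50 and 99.1% of those with a height of 71 or more had an OreR partner. The heights and folds of peaks are the authors' values. Heights run from 41 to 100 in OreR and from 39 to 100 in eworo, and no peak exceeds a fold of 3.84 over background in OreR or 4.01 in eworo.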

Embryonic expression of *svb* underlying larval trichomes is regulated by several enhancers spanning a region of approximately 90 kb upstream of the transcription start site of this gene [5,10] (Fig 3). Several of these larval enhancers also drive reporter gene expression during pupal development [43]. We observed that the embryonic enhancers DG3, E and 7 contained regions of open chromatin according to our T2 leg ATAC-Seq data. However, we found additional accessible chromatin regions that do not overlap with known *svb* embryonic enhancers (Fig 3).

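Enhancer DG3 overlaps 4 peaks of accessible chromatin in each strain. Its highest peak spans 4971895 to 4972858 of the X chromosome in OreR, with a height of 76, and 4971893 to 4972839 in eworo, with a height of 79, which is above 86.2% and 92.4% of the peaks of each list. Enhancer E overlaps 2 peaks per strain, the higher of them with its summit at 5020510 in OreR (height 71) and at 5020523 in eworo (height 74). Enhancer 7 overlaps 3 peaks in OreR and 5 in eworo, with heights of up to 66 and 73. DG2 overlaps peaks as well, 3 in OreR and 4 in eworo, with heights of up to 63 and 64. Enhancers Z and A overlap no OreR peak; in eworo they overlap low peaks of height 53 at 4987091 and of height 54 at 4997920. In all, 4 of 6 drawn larval enhancers have a peak in OreR and 6 of 6 in eworo. The edges of the enhancers were read from the drawing of Fig 3A, whose axis could be fitted to within 0.0371 kb. With the drawn enhancers widened by 500 bp at each edge, A also overlaps a peak from 5003048 to 5003935 in OreR (height 70) and its eworo partner (height 79), so that 5 of 6 have a peak in OreR. With peaks limited to a -log10 q of at least 10, DG3 and E are the 2 enhancers left in each strain.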

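The window of Fig 3A, from 4955101 to 5072084 on the X chromosome, holds 49 peaks in OreR and 62 in eworo. Of these, 37 in OreR and 44 in eworo lie outside the 6 larval enhancers. The gene *ovo*, from 5048273 to 5070929, holds 10 peaks in OreR and 11 in eworo. The highest of them has its summit at 5051395 in OreR, with a height of 85, and at 5051357 in eworo, with a height of 89, the greatest of the eworo peaks in the window. A peak next to *CG15468*, with its summit at 4959354, has the same height of 85 in OreR, and its eworo partner at 4959414 has a height of 87. Between enhancers A and E a peak from 5008441 to 5008934 has a height of 82 in OreR, and its eworo partner from 5008416 to 5008935 has a height of 79. Of the peaks in the window 45 in OreR and 48 in eworo overlap a peak of the other strain; the 14 eworo peaks without an OreR partner have a median height of 51, against 64 for the shared ones. At a -log10 q of at least 10 the window keeps 8 peaks in OreR and 10 in eworo.

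**Figure D3:**
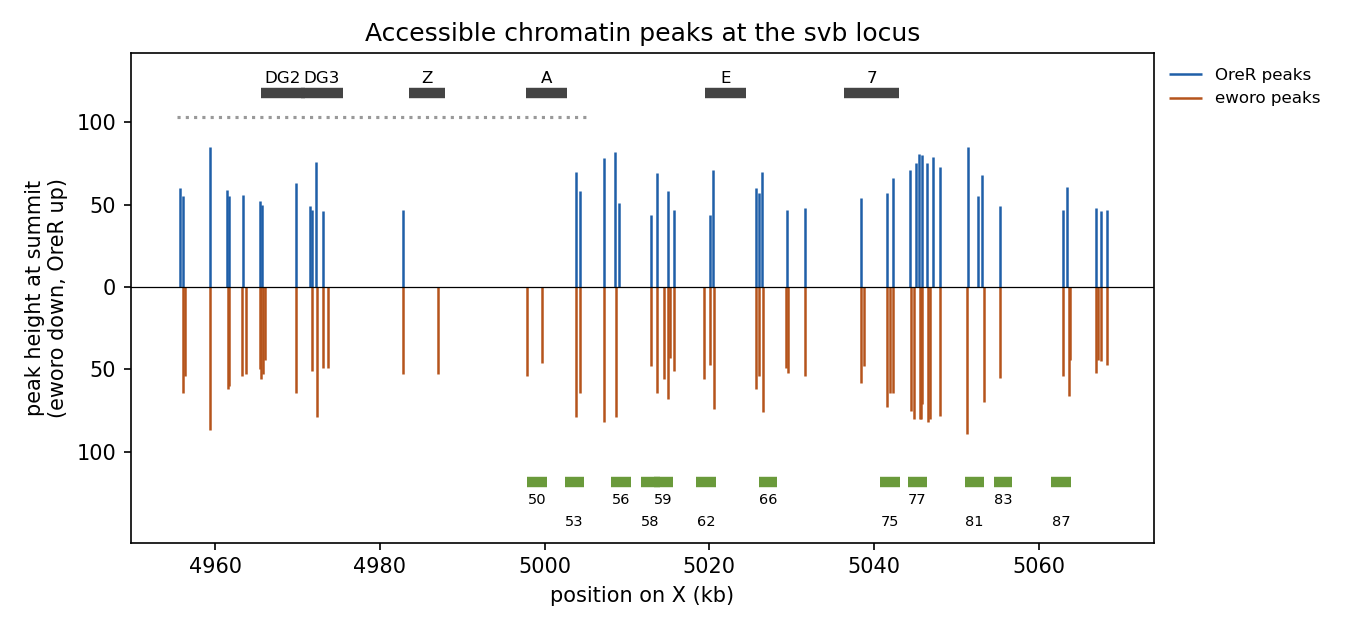
Peaks of accessible chromatin at the *svb* locus. Each line is a peak at its summit on the X chromosome (kb), with its height pointing up for OreR (49 peaks) and down for eworo (62 peaks). Grey bars at the top are the larval enhancers and green bars at the bottom the reporter regions, labelled by the end of their names. The dotted line marks the deficiency Df(X)svb106.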

**Fig 3:**
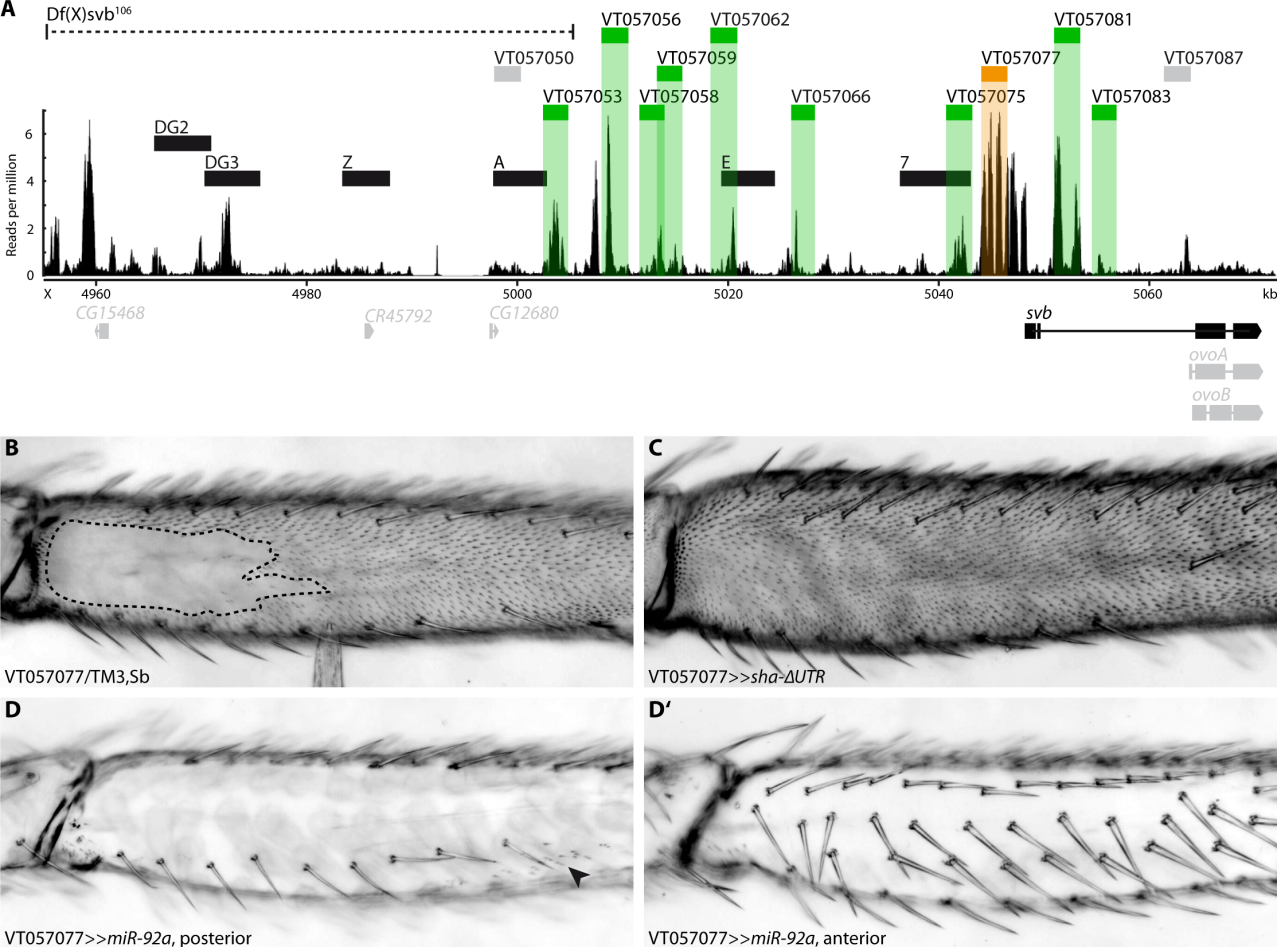
Enhancers of *svb*. (A) Overview of the chromatin accessibility profile (ATAC-seq) at the *ovo*/*svb* locus. Indicated are: the deficiency used (dotted line), known larval *svb* enhancers (black boxes), and tested putative enhancers (grey boxes: no expression in pupal legs, green/orange boxes: expression in pupal legs). Region VT057077 (orange) is able to drive expression during trichome formation (see B-D). The bottom panel shows expressed variants of genes at the locus (black) and genes/variants not expressed (grey). Boxes represent exons, lines represent introns. (B) VT057077 has a naked valley of intermediate size. (C) Expression of *sha*-ΔUTR under VT057077 control induces trichome formation in the naked valley. (D, D’) Driving *miR-92a* with VT057077 represses trichome formation on the anterior and posterior of the second leg femur. Small patches of trichomes can sometimes still be observed (arrowhead).

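At this locus *svb* is the gene with clear expression in the leg libraries. *CG15468*, which lies inside the locus from 4959929 to 4961128, had 0.247 ± 0.095 FPKM in eworo and 0.137 ± 0.091 FPKM in OreR (SD, n = 3 each). *CG12680*, from 4997441 to 4998388, had 0.15 FPKM in eworo replicate 3 and was listed at 0 in the other libraries, and *CR45792* was listed at 0 in all 6.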

Deletion of a region including the embryonic enhancers DG2 and DG3 [Df(X)svb^108^] results in a reduction in the number of dorso-lateral larval trichomes when in a sensitized genetic background or at extreme temperatures [5]. Moreover, Preger-Ben Noon and colleagues [43] recently showed that this deletion, as well as a larger deletion that also removes embryonic enhancer A ([Df(X)svb^106^], see Fig 3), results in the loss of trichomes on abdominal segment A5, specifically in males. 

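The deficiency Df(X)svb106 spans 4955386 to 5005331 of the X chromosome as drawn in Fig 3A, and 16 OreR peaks and 22 eworo peaks lie in it. The highest spans 4958720 to 4959834 in OreR and 4958691 to 4959826 in eworo, next to *CG15468*. The peak of DG3 follows in OreR. At the far end of the deficiency a peak from 5003048 to 5003935 has a height of 70 in OreR and spans 5003053 to 5003916 in eworo, with a height of 79. The rest of the window, from the end of the deficiency on, holds 33 OreR peaks and 40 eworo peaks. At a -log10 q of at least 10, 2 OreR peaks and 3 eworo peaks are left in the deficiency, and 6 and 7 beyond it.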

We found several peaks of open chromatin in the regions covered by these two deficiencies in our ATAC-seq dataset (Fig 3) and therefore tested the effect of Df(X)svb^106^ on leg trichome development. We found that deletion of this region and consequently enhancers DG2, DG3, Z and A did not affect the size of the naked valley or the density of trichomes on the femur or other leg segments of flies raised at 17°C, 25°C, or 29°C (compared to the parental lines) (S3 Fig). This suggests that while this region may contribute to *svb* expression in legs, its removal does not perturb the robustness of leg trichome patterning.

Next, to try to identify enhancer(s) responsible for leg expression, we employed all available GAL4 reporter lines for *cis*-regulatory regions of *svb* (S4 Table) that overlap with regions of open chromatin downstream of the above deficiencies (Fig 3). 

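Fig 3A draws 12 reporter regions, of which 11 overlap a peak of accessible chromatin in OreR and all 12 do so in eworo. The exception in OreR is VT057050, which lies in the deficiency as drawn, as does VT057053. The paper speaks of 10 regions that overlap open chromatin, a count over another set than the 12 drawn. VT057077 overlaps 5 peaks in OreR and 6 in eworo, more than any other region drawn, with heights of up to 81 at 5045529 in OreR and up to 82 at 5046527 in eworo. VT057081 at the start of *ovo* covers the highest peaks of any reporter region, VT057062 covers the peak of enhancer E, and VT057075 overlaps enhancer 7. The neighbouring regions VT057058 and VT057059 share an OreR peak of height 69 at 5013610. VT057066 has a peak of height 70 in OreR and 76 in eworo, and VT057087 one of 61 and 66. VT057083 has a single low peak in each strain, with a height of 49 in OreR and 55 in eworo. At a -log10 q of at least 10, 6 regions keep a peak in OreR (VT057056, VT057058, VT057059, VT057062, VT057066 and VT057081) and 7 in eworo (VT057053, VT057056, VT057059, VT057062, VT057066, VT057081 and VT057087), while VT057077, with the most peaks, keeps none in either strain.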

All 10 regions that overlap with open chromatin are able to drive GFP expression to some extent in second legs between 20 and 28 hAPF, as well as in other pupal tissues (S4 Fig). While some of the regions only produce expression in a handful of epidermal cells or particular regions of the T2 legs, none are specific to the presumptive naked valley. Moreover, VT057066, VT057077, VT057081, and VT057083 appear to drive variable levels of GFP expression throughout the leg (S4 Fig). Note that the two regions overlapping with larval enhancers E and 7 (VT057062 and VT057075, respectively) only drive weak expression in a few cells in the tibia and tarsus (S4 Fig).

To further test whether the expression of any of these regions is consistent with a role in trichome formation, we used them to drive expression of the trichome repressor *miR-92a* and the trichome activator *sha*-ΔUTR [1]. Intriguingly, driving *miR-92a* under control of only one of the fragments (VT057077) caused the repression of trichomes on all legs (Fig 3 and S5 Fig) as well as on wings and halteres (S5 Fig). Expressing *miR-92a* under control of seven fragments (including VT057062 and VT057075) had no noticeable effect, and with two of the other fragments (VT057053, VT057056) only led to repression of trichomes in small patches along the legs consistent with the GFP expression pattern (S4 and S5 Figs).

Driving *sha*-ΔUTR with VT057077 is sufficient to induce trichome formation in the naked valley (Fig 3) and on the posterior T3 femur (S5 Fig). Driving *sha*-ΔUTR under control of any of the other nine regions did not produce any ectopic trichomes in the naked valley on T2 or on any other legs. These results indicate that a single enhancer, VT057077, is able to drive *svb* expression throughout the second leg in both regions which normally produce trichomes and in naked areas.

### *svb* and *sha* differ in their capacities to induce trichomes in larvae and legs

It was previously shown that *miR-92a* inhibits leg trichome formation by repressing translation of the *svb* target *sha* [1]. However, *sha* mutants are still able to develop trichomes in larvae, albeit with abnormal morphology [29]. These data suggest that there are differences in the functionality of *svb* and *sha* in larval versus leg trichome formation, and therefore we next verified and tested the capacity of *svb* and *sha* to produce larval and leg trichomes.

As previously shown [38], ectopic expression of *svb* is sufficient to induce trichome formation on normally naked larval cuticle (Fig 4). However, we found that ectopic expression of *sha* in the same cells does not lead to the production of trichomes (Fig 4). *svb* is also required for posterior leg trichome production [43] (Fig 2 and S6 Fig), but over expression of *svb* in the naked valley does not produce ectopic trichomes (Fig 4). Over expression of *sha* on the other hand is sufficient to induce trichome development in the naked valley [1] (Fig 4). These results show that *svb* and *sha* differ in their capacities to generate trichomes in larvae versus legs.

**Fig 4:**
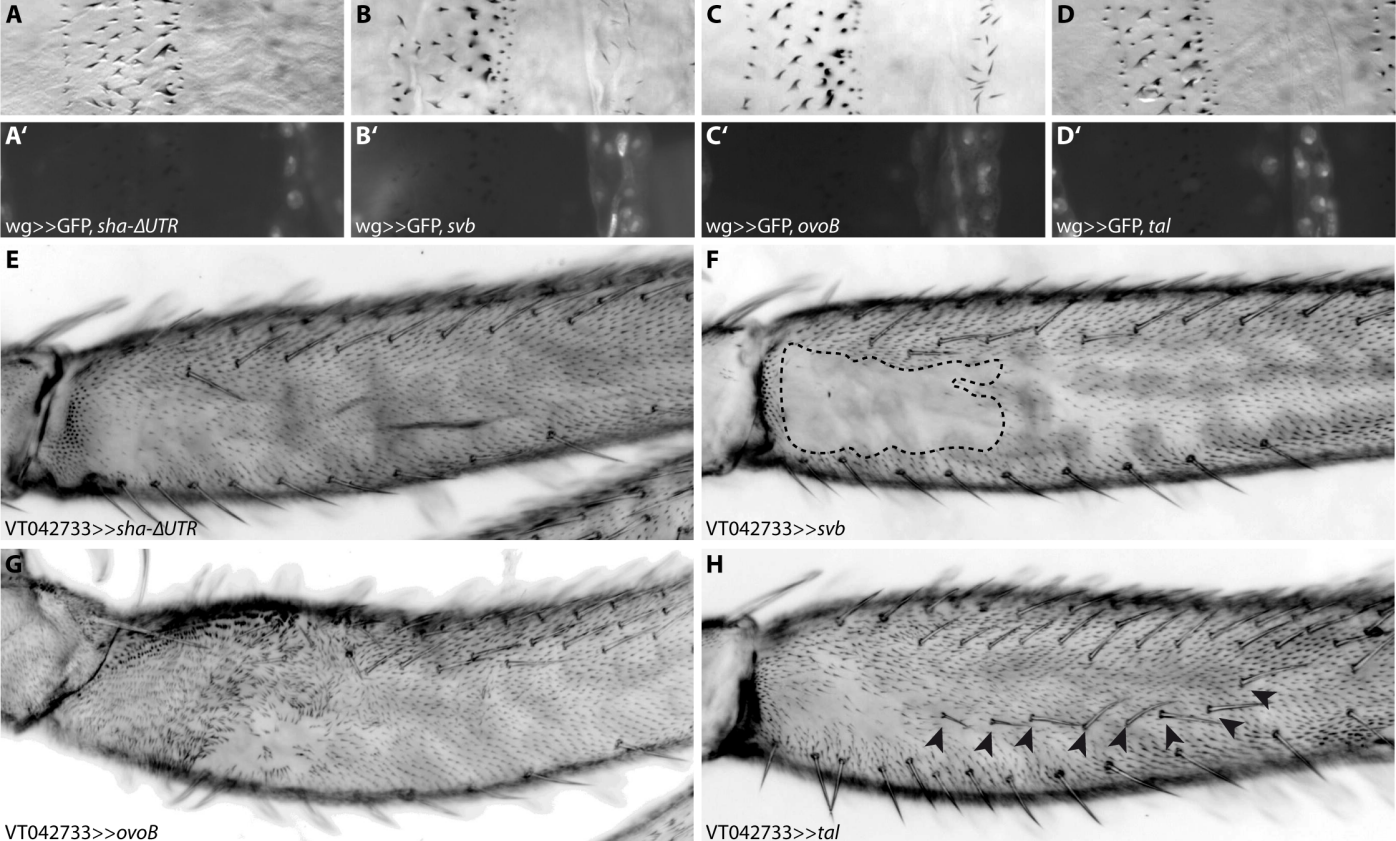
Ectopic trichome formation on naked cuticle. Driving *sha*-ΔUTR (A) under control of *wg*-GAL4 does not lead to ectopic trichome formation on otherwise naked larval cuticle. Driving *svb* (B) or its constitutively active variant *ovoB* (C) is sufficient to activate trichome development, but expressing only the Svb activator *tal* (D) is not [32,38]. GFP was co-expressed in each case to indicate the *wingless* (*wg*) expression domain (A’-D’). Ectopic activation of *sha*-ΔUTR in the proximal femur (E) is able to induce trichome formation, but ectopic *svb* (F) is not. Driving either *ovoB* (G) or the activator *tal* (H) leads to ectopic trichome development. Expression of *ovoB* has additional effects on leg development (e.g. a bending of the proximal femur), while expression of *tal* also leads to the development of ectopic bristles on the femur (arrowheads in H).

Interestingly, we observed that the ectopic trichomes produced by expression of *sha*-ΔUTR in the naked valley are significantly shorter than those on the rest of the leg (S1 Fig). This suggests that although *sha* is able to induce trichome formation in these cells, other genes are also required for their normal morphology. We observed that another characterised *svb*-target gene, *CG14395* [33], is also a high-ranking predicted target of *miR-92a* [52]: its 3’UTR contains two conserved complete 8-mers corresponding to the binding site for this microRNA. 

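In second legs *CG14395* (FBgn0038073) had 18.3, 19.7 and 16.9 FPKM in eworo and 12.8, 15.0 and 13.5 FPKM in OreR, with means of 18.3 ± 1.4 and 13.8 ± 1.2 FPKM (SD, n = 3 libraries each). Every eworo library lay above every OreR library, the most that 3 libraries against 3 can show (two-sided exact permutation test, p = 0.1). Of all genes compared 23.2% had strains that did not overlap, in one direction or the other. The log2 difference of 0.39 (standard error 0.11) did not pass the threshold in limma (adjusted p = 0.191). The gene lies on chromosome 3R from 12662831 to 12673959 and overlaps 5 peaks of accessible chromatin in each strain, the highest with a height of 74 in OreR and 73 in eworo.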

We found that *CG14395* is also expressed in pupal second legs according to our leg RNA-Seq data (S2 Table) and furthermore that RNAi against this gene resulted in shorter leg trichomes (S7 Fig). Therefore it appears that *miR-92a* also represses *CG14395* and potentially other *svb* target genes in addition to *sha* to block trichome formation.

### Over expression of *tal* or *ovoB* can induce trichomes

Svb acts as a transcriptional repressor and requires cleavage by the proteasome to become a transcriptional activator. This cleavage is induced by small proteins encoded by the *tal* locus [30–32]. We therefore tested if *svb* is unable to promote trichome development in the naked valley because it is not activated in these cells. We found that expressing the constitutively active form *ovoB* or *tal* in naked leg cells is sufficient to induce trichome formation (Fig 4), which is consistent with loss of trichomes in *tal* mutant clones of leg cells (S6 Fig). Furthermore, it appears that *tal*, like *svb*, is expressed throughout the leg (S6 Fig). It follows that *svb* and *tal* are expressed in naked cells but are unable to induce trichome formation under normal conditions because of repression of *sha*, *CG14395* and possibly other genes by *miR-92a*. We hypothesise that over expression of *tal* on the other hand must be able to produce enough active Svb to result in an increase of *sha* transcription to overwhelm *miR-92a* repression.

## Discussion

### The GRNs for larval and leg trichome patterning differ in composition and evolution

The causative genes and even nucleotide changes that underlie the evolution of an increasing number and range of phenotypic traits have been identified [17]. An important theme that has emerged from these studies is that the convergent evolution of traits is often explained by changes in the same genes–so called evolutionary ‘hotspots’ [17,53]. This suggests that the architecture of GRNs may influence or bias the genetic changes that underlie phenotypic changes [18,19,21]. However, relatively little is known about the genetic basis of changes in traits in different developmental contexts and when features are gained versus lost [18].

It was shown previously that changes in the enhancers of *svb* alone underlie the convergent evolution of the loss of larval trichomes, while the gain of leg trichomes in *D*. *melanogaster* is instead mainly explained by evolutionary changes in *cis*-regulatory regions of *miR-92a* [1,6,10,39–41]. We investigated this further by comparing the GRNs involved in both developmental contexts and by examining the regulation and function of key genes.

Our results show that there are differences between the GRNs underlying the formation of larval and leg trichomes in terms of the expression of components and their functionality. These changes are found both in upstream genes of the GRN that help to determine where trichomes are made, and in downstream genes whose products are directly involved in trichome formation (Fig 1). The latter may also determine the differences in the fine-scale morphology of these structures on larval and leg cuticle (Fig 1) [29].

Furthermore, while the key evolutionary switch in embryos, the gene *svb*, is also necessary for trichome production on the posterior leg, over expression of this gene is not sufficient to produce leg trichomes in the naked proximal region of the T2 femur. This is because the leg trichome GRN employs *miR-92a*, which inhibits trichome production by blocking the translation of the *svb* target gene *sha* and probably other target genes including *CG14395*. In the legs of *D*. *melanogaster*, *miR-92a* therefore acts as the evolutionary switch for trichome production, and consequently the size of the naked valley depends on the expression of this gene (Fig 5) [1].

**Fig 5:**
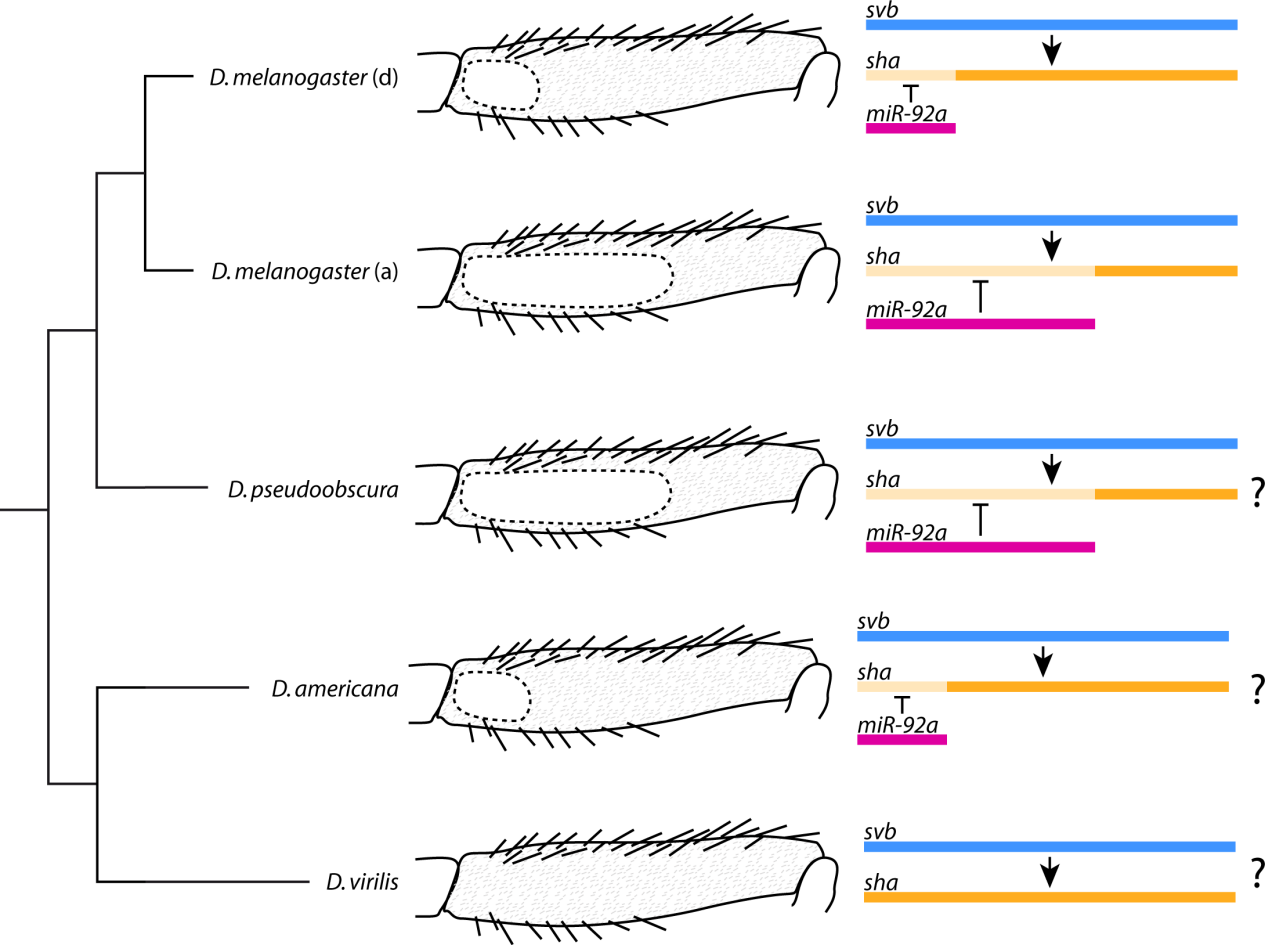
The size of the naked valley differs between and within species and is dependent on *miR-92a* expression. Reduction of *miR-92a* expression in *D*. *melanogaster* T2 legs has led to a derived (d) smaller naked valley in some populations while the ancestral state (a) is thought to be a large naked valley like in other *D*. *melanogaster* group species and other species (e.g. *D*. *pseudoobscura*). The absence of a naked valley in *D*. *virilis* is possibly due to absence of *miR-92a* expression, while the presence of small naked valleys in other species of the *virilis* group (e.g. *D*. *americana*) could be explained by a gain of microRNA expression. The coloured bars represent the spatial expression of each gene in the femur with lighter orange indicating where *sha* expression is post-transcriptionally repressed by *miR-92a*.

Interestingly, we observed that the ectopic trichomes produced by over expression of *sha*-ΔUTR in the naked valley are significantly shorter than those on the rest of the leg (S1 Fig). Therefore, while *sha* is able to induce trichome formation in these cells, other genes, including *CG14395*, are also required for normal trichome morphology. This suggests that GRNs may be able to co-opt regulators, in this case possibly *miR-92a*, that can act in *trans* to regulate existing components. Such changes can facilitate phenotypic evolution by phenocopying the effects of ‘hotspot’ genes in contexts where their evolution may be constrained. While trichomes can be lost as a result of the loss of *svb* expression but not loss of *sha* alone, interestingly, over expression of *miR-92a* is also able to suppress trichomes on other structures, including wings [1,45], presumably through repression of *sha* and other genes like *CG14395*.

### Other genetic bases for the evolution of leg trichome patterns?

In contrast to larvae, it is unlikely that mutations in *svb* can lead to evolutionary changes in legs to gain trichomes and decrease the size of the naked valley. This is because this gene (and likely all the other genes necessary for trichome production) is already transcribed in naked valley cells. In addition, a single *svb* enhancer is able to drive expression throughout the legs including the naked valley. Although other enhancer regions of this gene are able to drive some expression in patches of leg cells, none of these is naked valley-specific. This suggests that evolutionary changes to *svb* enhancers would be unlikely to only affect expression of this gene in the naked valley. It remains possible that binding sites could evolve in this global leg enhancer to increase the Svb concentration specifically in naked valley cells. This could overcome *miR-92a*-mediated repression of trichomes similar to our experiments where *tal* and *ovoB* are over expressed in these cells, or when molecular sponges are used to phenocopy the loss of microRNAs [54]. However, this does not seem to have been the preferred evolutionary route in *D*. *melanogaster* [1] (Fig 5).

Our study also corroborates that *Ubx* represses leg trichomes [44] whereas it promotes larval trichome development through activation of *svb* [46]. Moreover, our results indicate that *Ubx* acts upstream of *miR-92a* in legs because it is unable to repress leg trichomes in the absence of this microRNA. It is possible that Ubx even directly activates *miR-92a* since ChIP-chip data indicate that there are Ubx binding sites within the *jigr1*/*miR-92a* locus [55]. Intriguingly, there is no naked valley in *D*. *virilis*, and *Ubx* does not appear to be expressed in the second legs of this species during trichome development [44] (Fig 5). However naked valleys are evident in other species of the *virilis* and *montana* groups and it would be interesting to determine if these differences were caused by changes in *Ubx*, *miR-92a*, or even other loci (Fig 5).

### Evolutionary hotspots and developmental context

To the best of our knowledge, our study is the first to directly compare the expression and function of components of the GRNs underlying the formation of similar structures that have evolved in different developmental contexts. Our results show that the GRNs for trichome production in larval versus leg contexts retain a core set of genes but also exhibit differences in the components used and in their wiring. These differences likely reflect changes that accumulate in GRNs during processes such as co-option [e.g. 56] and developmental systems drift [57–59], although it remains possible that the changes have been selected for unknown reasons.

Importantly, we show that the differences in these GRNs may help to explain why they have evolved at different nodes to lead to the gain or loss of trichomes. This supports the suggestion that GRN architecture can influence the pathway of evolution and lead to hotspots for the convergent evolution of traits [17–19,21]. Indeed, such hotspots can also underlie phenotypic changes in different developmental contexts. For example, *yellow* underlies differences in abdominal pigmentation and wing spot pigmentation among *Drosophila* species [7,11,60,61]. However, we demonstrate that it cannot be assumed that evolutionary hotspots in one development context represent the nodes of evolution in a different context as a consequence of differences in GRN architecture.

Our findings also highlight that the genes that underlie the loss of features might not have the capacity to lead to the gain of the same feature. Therefore, while evolution may be predictable in a particular context, it is very important to consider different developmental contexts and whether a trait is lost versus gained. Indeed, even when we map the genetic basis of phenotypic change to the causative genes it is important to understand the changes in the context of the wider GRN to fully appreciate how the developmental program functions and evolves. Since evolution is thought to favour changes with low pleiotropy [19,62–65], the effects of genetic changes underlying phenotypic change should be tested more widely during development. Such an approach recently revealed that *svb* enhancers underlying differences in larval trichomes are actually also used in other contexts [43]. Interestingly, *miR-92a* is employed in several roles, including self-renewal of neuroblasts [47], germline specification [48], and circadian rhythms [66]. It remains to be seen if the evolutionary changes in this microRNA underlying naked valley differences also have pleiotropic consequences, and therefore if natural variation in naked valley size is actually a pleiotropic outcome of selection on another aspect of *miR-92a* function.

## Materials and methods

### Fly strains, husbandry and crosses

Fly strains used in this study are listed in S4 Table. GAL4 lines for analysis of *svb* expression and RNAi lines for analysis of *CG14395* were obtained from the Vienna *Drosophila* Resource Center (VDRC) [67, 68]. Flies were reared on standard food at 25°C unless otherwise indicated.

Replacement of the P{lacW}l(3)S011041 element, which is inserted 5’ of the *tal* gene, by a P{GaWB} transposable element was carried out by mobilization in *omb-GAL4; +/CyO Δ2–3; l(3)S011041/TM3*,*Sb* flies as described in [31]. Replacements were screened by following *UAS-GFP* expression in the progeny. The P{GaWB} element is inserted in the same nucleotide position as P{lacW}S011041. Clonal analysis of *tal* S18.1 and *svbR9* alleles were performed as previously described [69].

A transgenic line that contains the *cis*-regulatory region of *svb* upstream of a GFP reporter (*svb*BAC-GFP) [43] was used to monitor *svb* expression. Legs of pupae were dissected 24 h hAPF, fixed and stained following the protocol of Halachmi *et al*. [70], using a chicken anti-GFP as primary antibody (Aves Labs, 1:250) and an anti-chicken as secondary (AlexaFluor 488, 1:400). Images were obtained on a confocal microscope with a 60X objective. SUM projections of the z-stacks were generated after background subtraction. A filter median implemented in ImageJ software [71] was applied. The proximal femur image was reconstructed from two SUM projections using Adobe Photoshop.

### Measurement of trichome length

For trichome length measurements, T2 legs were dissected, mounted in Hoyer’s medium/lactic acid 1:1 and imaged under a Zeiss Axioplan microscope using ProgRes MF cool camera (Jenaoptik, Germany). Trichomes on distal and proximal femurs were measured and analysed using ImageJ software [71]. Statistical analyses were done in R version 3.4.2 [72].

### RNA-Seq

Pupae were collected within 1 hAPF and allowed to develop for another 20 to 28 h at 25°C. Second legs were dissected in PBS from approximately 80 pupae per replicate and kept in RNAlater. RNA was isolated using phenol-chloroform extraction. This was done in three replicates for two different strains (*e*^*4*^,*wo*^*1*^,*ro*^*1*^ and OregonR). Library preparation and sequencing (75 bp paired end) were carried out by Edinburgh Genomics. Reads were aligned to *D*. *melanogaster* genome version 6.12 [73] using TopHat 2.1.1. [74]. Transcripts were quantified using Cufflinks 2.2.1 and differential expression analysis conducted using Cuffdiff [75] (S1–S7 Files). Genes expressed below or around 1 FPKM were considered not expressed. Raw sequencing reads are deposited in the Gene Expression Omnibus with accession number GSE113240.

### ATAC-seq

Pupae were reared and dissected as described above. Dissected legs were kept in ice cold PBS. Leg cells were lysed in 50 μl Lysis Buffer (10 mM Tris-HCl, pH = 7.5; 10 mM NaCl; 3 mM MgCl_2_; 0.1% IGEPAL). Nuclei were collected by centrifugation at 500 g for 5 min. Approximately 60,000 nuclei were suspended in 50 μl Tagmentation Mix [25 μl Buffer (20 mM Tris-CH_3_COO^-^, pH = 7.6; 10 mM MgCl_2_; 20% Dimethylformamide); 2.5 μl Tn5 Transposase; 22.5 μl H_2_O] and incubated at 37°C for 30 min. After addition of 3 μl 2 M NaAC, pH = 5.2 DNA was purified using a QIAGEN MinElute Kit. PCR amplification for library preparation was done for 15 cycles with NEBNext High Fidelity Kit; primers were used according to [50]. This procedure was carried out for three replicates for each of two strains (*e*^*4*^,*wo*^*1*^,*ro*^*1*^ and OregonR). Paired end 50 bp sequencing was carried out by the Transcriptome and Genome Analysis Laboratory Göttingen, Germany. Reads were end-to-end aligned to *D*. *melanogaster* genome version 6.12 (FlyBase) [73] using bowtie2 [76]. After filtering of low quality reads and removal of duplicates using SAMtools [77,78], reads were re-centered according to [50]. Peaks were called with MACS2 [79] and visualisation was done using Sushi [80] (S8 and S9 Files). The reads have been deposited in the Gene Expression Omnibus with accession number GSE113240.

## Supporting information

S1 Fig Trichomes gained ectopically in the naked valley have different morphologies. (A) Trichomes gained in the naked valley after loss of *miR-92a* and *miR-92b* have a similar morphology as trichomes on the more distal femur. Trichomes gained after ectopic expression of *sha*-ΔUTR (B) are significantly shorter, while trichomes developing after expression of *ovoB* (C) are significantly longer than on the remaining femur. (D) Trichomes on the more distal femur have a similar length as in the driver line (VT42733) regardless of whether *ovoB* or *sha* are expressed under its control, but trichomes gained in the naked valley are significantly longer or shorter, respectively (p<0.001). Tukey’s multiple comparison test was used to test for significance.
(JPG)

S2 Fig GFP expression driven by *svb*BAC-GFP. GFP is expressed throughout the posterior femur of a T2 leg at 24 hAPF.
(JPG)

S3 Fig Naked valley size in deficiency line Df(X)106 and control line f02952,f06356. The control line still contains both pBac insertions used to generate the deficiency [5,43]. There is no detectable difference in naked valley size or trichome density between deficiency and control flies at 25°C, 29°C, or 17°C.
(JPG)

S4 Fig Expression of GFP under control of different VDRC GAL4 drivers in pupae at 22–26 hAPF. All tested drivers show some expression in T2 legs as well as in other pupal tissues.
(JPG)

S5 Fig Expression of *miR-92a* and *sha*-ΔUTR under control of different VT GAL4 drivers. (A, A’, B, B’) Trichomes on the wing are largely repressed upon expression of *miR-92a* under control of VT057077. Note that trichomes on the alula (arrowhead in B) develop normally. Also trichomes on T1 and T3 legs (C, C’ D, F, F’, G) and on the halteres (E, E’, H, H’) are repressed when *miR-92a* is driven by VT057077. (I) Driving *sha*-ΔUTR under control of VT057077 leads to ectopic formation of trichomes on the posterior T3 leg (compare to D’). (J, J’) Trichomes on the ventral side of the femur are partially repressed when *miR-92a* is expressed under control of VT057053. Trichomes are repressed in a patch on the dorsal side of the distal T2 femur (K) and around the rim of the distal wing (L) after expression of *miR-92a* under control of VT057056.
(JPG)

S6 Fig GFP expression driven by *tal*^lacZ^GAL4. GFP is expressed throughout all the leg segments (A) including the femur (B) of the second leg. Mutant clones of *tal*^*s18*^ (C) (brown shaded area) and *svb*^*R9*^ (D) (red shaded area) lack trichomes on the femur of a second leg.
(JPG)

S7 Fig Analysis of trichome length after knockdown of CG14395. Expression of the RNAi construct and *UAS-Dicer* was under control of GAL4 driver lines VT042733 (drives in the proximal femur) and VT057077 (drives in the whole leg). Box plots show the length of trichomes in the distal part of the posterior femur and around the naked valley (NV). Parents (UAS-Dcr/CyO;VT042733/TM6B or UAS-Dcr/CyO;VT057077/TM6B females, VDRC CG14395-RNAi males) and siblings without knockdown effect were used as controls (Ctrl). (A) Trichomes developing after knockdown of *CG14395* in the proximal femur are significantly shorter around the naked valley area than on the remaining femur (distal part) and on femurs of the controls (p < 0.001). Data are normally distributed (Shapiro-Wilk normality test). Tukey’s multiple comparison test was used to test for significance. (B) After knockdown of *CG14395* in the whole leg, trichomes are significantly shorter both around the naked valley area and on the remaining femur (p < 0.001 and p < 0.01). Note that some controls show significantly different trichome lengths. Data are not normally distributed (Shapiro-Wilk normality test). Kruskal-Wallis and pairwise comparisons using Wilcoxon rank sum test were used to test for significance.
(PDF)

S1 Table Comparison of RNA expression levels of upstream trichome network genes for T2 legs at 24 hAPF from two strains with different naked valley size (*e^4^, wo^1^, ro^1^* (eworo, large naked valley) and OregonR (OreR, small naked valley)). Genes are sorted by gene name. Two rows for a gene indicate alternative transcription start sites. Expression level in fragments per kilobase per million (FPKM) with low and high confidence values, base 2 log of the fold change, and p and q values are given after mapping with TopHat 2.1.1, transcriptome assembly with Cufflinks 2.2.1 and Cuffmerge, and comparison with Cuffdiff 2.2.1 [74,75]. q values are false discovery rate (FDR)-corrected p values.

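S1 Table gives 1 FPKM per strain from the authors' comparison of 3 libraries against 3, with confidence limits, a p and a q. For the signalling genes of the table the deposited libraries give the spread between replicates. The EGF pathway genes *rho*, *aos* and *spi* (joined with mir-2a-2) had 17.1 ± 4.6, 18.9 ± 0.91 and 161 ± 13 FPKM in eworo and 23.0 ± 0.94, 21.4 ± 1.0 and 143 ± 5.4 FPKM in OreR (SD, n = 3 each). The Notch ligand gene *Ser* had 46.1 ± 5.5 and 47.9 ± 2.9 FPKM. The Hedgehog ligand gene *hh* had 48.4, 41.5 and 77.4 FPKM in eworo and 79.6, 69.4 and 40.3 FPKM in OreR, so its libraries differ more within a strain than between the strains. The *lin* gene, which acts with *hh* signalling in the embryonic epidermis, had 24.7, 25.2 and 85.9 FPKM in eworo and 29.7, 28.4 and 85.1 FPKM in OreR.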

(XLSX)

S2 Table Comparison of RNA expression levels of genes downstream of *svb* [29,33] for T2 legs at 24 hAPF from two strains with different naked valley size [*e^4^, wo^1^, ro^1^* (eworo, large naked valley) and OregonR (OreR, small naked valley)]. Genes are sorted by gene name. Two rows for a gene indicate alternative transcription start sites. Expression level in fragments per kilobase per million (FPKM) with low and high confidence values, base 2 log of the fold change, and p and q values are given after mapping with TopHat 2.1.1, transcriptome assembly with Cufflinks 2.2.1 and Cuffmerge, and comparison with Cuffdiff 2.2.1 [74,75]. q values are false discovery rate (FDR)-corrected p values.

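S2 Table holds values for genes downstream of *svb*, 1 per strain, from the authors' comparison. Genes with q under 0.05 in the authors' deposited table include *Cbs*, which encodes cystathionine beta-synthase of the metabolism of sulphur amino acids, with 108 ± 17 FPKM in the eworo libraries and 69.6 ± 12 FPKM in OreR (SD, n = 3 each; log2 difference 0.64, limma adjusted p = 0.185). For *CG4666* the libraries gave 22.9 ± 1.9 and 13.0 ± 4.5 FPKM (0.83, adjusted p = 0.202), and without OreR replicate 2 it passed the threshold in limma (1.08, adjusted p = 0.037, with 0.00542 to 0.496 over its alternatives). *CG5171* had 29.6 ± 4.8 and 13.2 ± 1.2 FPKM. *CG4702* was high in eworo replicate 3 alone, with 12.8, 11.2 and 52.7 FPKM against 16.5, 9.62 and 7.33 FPKM. The zona pellucida gene *neo* had 499 ± 30 and 492 ± 54 FPKM, one of the most strongly expressed genes of the table.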

(XLSX)

S3 Table Comparison of RNA expression levels of genes independent of *svb* [33,36] for T2 legs at 24 hAPF from two strains with different naked valley size [*e^4^, wo^1^, ro^1^* (eworo, large naked valley) and OregonR (OreR, small naked valley)]. Genes are sorted by gene name. Two rows for a gene indicate alternative transcription start sites. Expression level in fragments per kilobase per million (FPKM) with low and high confidence values, base 2 log of the fold change, and p and q values are given after mapping with TopHat 2.1.1, transcriptome assembly with Cufflinks 2.2.1 and Cuffmerge, and comparison with Cuffdiff 2.2.1 [74,75]. q values are FDR-corrected p values.

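S3 Table gives the same kind of values for genes that act independently of *svb*. The yellow family gene *yellow-b* varied more between libraries than between the strains, with 9.55, 47.6 and 41.0 FPKM in eworo and 24.6, 77.4 and 37.4 FPKM in OreR. The actin cross-linking filamin gene *jbug* had 82.1 ± 6.4 and 86.1 ± 4.9 FPKM (SD, n = 3 each). The gene *wus* had 48.4 ± 2.1 and 44.4 ± 5.2 FPKM. For *spz6*, a gene of the Spätzle family of Toll ligands, the libraries gave 311 ± 45 and 222 ± 27 FPKM for an entry joined with *CG3880* and *CG3894*.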

(XLSX)

S4 Table Fly strains used.

S1 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for Oregon R replicate 1. (CSV)

S2 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for Oregon R replicate 2. (CSV)

S3 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for Oregon R replicate 3. (CSV)

S4 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for *e,wo,ro* replicate 1. (CSV)

S5 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for *e,wo,ro* replicate 2. (CSV)

S6 File FPKM values (with high and low confidence values) after transcript quantification with cufflinks for *e,wo,ro* replicate 3. (CSV)

S7 File FPKM values (with high and low confidence values) for both Oregon R and *e,wo,ro* after comparison with cuffdiff. (CSV)

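S7 File holds the authors' comparison of the strains with Cuffdiff, as FPKM with confidence limits. The authors' deposited table of this comparison lists 17566 genes or joined groups, of which 11413 were tested and 614 had q under 0.05, 374 of them higher in eworo and 240 lower. For 4418 genes compared in limma the table holds 1 tested value, and adjusted over these genes alone 276 passed in the authors' comparison. Of 128 genes that passed in limma 120 have a value there, and 86 passed in both with the same direction. Among the genes that passed in both are *CHKov1* (13.5 FPKM in OreR and 0.396 FPKM in eworo in the authors' table), *RpS5b* (8.04 and 0.445 FPKM), *CG30457* (1.06 and 15.0 FPKM) and *dpr14* (0.226 and 16.9 FPKM), a gene of the immunoglobulin superfamily. The libraries of *dpr14* had 7.13, 19.1 and 13.5 FPKM in eworo and 0, 0.149 and 0 FPKM in OreR, and its limma call (adjusted p = 0.00838) was lost without eworo replicate 3 (0.0554) or OreR replicate 3 (0.0506), with zeros as missing (0.0616) and with a replicate block (0.0782). Of 22 genes called in limma with a 0 beside a mean above 5 FPKM, 3 passed in the authors' comparison. *CG17272*, for example, was listed at 0 in the 3 eworo libraries and had 170, 191 and 163 FPKM in OreR, while the authors' table gives it 178 FPKM in eworo and 188 FPKM in OreR.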

S8 File Oregon R *svb* locus ATAC-seq peaks (called with MACS2) with information about position, summit position, height, -log10 (p and q values), and enrichment.

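For each peak MACS2 gives its start and end, the position of its summit, the height of the pile of tags at the summit, -log10 of the p and of the q, and the fold over the local background. In the deposited OreR list the median height is 61, and 3247 peaks reach a height of 80 or more. Peaks in the window of Fig 3A have a median height of 58 in OreR, and 6 of them are in the upper 10% of the list.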

S9 File *e,wo,ro svb* locus ATAC-seq peaks (called with MACS2) with information about position, summit position, height, -log10 (p and q values), and enrichment.

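The eworo list was made in the same way from a pool of its own, so heights in the 2 lists are not on a common scale. Its median height is 59, and 3061 peaks reach a height of 80 or more. In the window of Fig 3A the median height of eworo peaks is 56, and 12 peaks are in the upper 10% of the list.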

# Supplementary material for: Gene regulatory network architecture in different developmental contexts influences the genetic basis of morphological evolution
**Source:** PLoS Genet. 2018 May 3;14(5):e1007375. doi: 10.1371/journal.pgen.1007375
**Supplement:** S4 Table

| **Fly strain** | **Source, stock number (if applicable)** |
| --- | --- |
| e^4^, wo^1^, ro^1^ | Bloomington #496 |
| OregonR | N. Posnien, Goettingen, Germany |
| Df(X)svb^108^ | D. Stern, Janelia Farm |
| e03292, f02952 | D. Stern, Janelia Farm |
| Df(X)svb^106^ | D. Stern, Janelia Farm |
| f02952, f06352 | D. Stern, Janelia Farm |
| VT057050 | VDRC #213086 |
| VT057053/TM3, Sb | VDRC #206968 |
| VT057056 | VDRC #207434 |
| VT057058/TM3, Sb | VDRC #207325 |
| VT057059 | VDRC #206729 |
| VT057062 | VDRC #205634 |
| VT057066 | VDRC #205471 |
| VT057075 | VDRC #207288 |
| VT057077/TM3, Sb | VDRC #205391 |
| VT057081/TM3, Sb | VDRC #206590 |
| VT057083 | VDRC #206605 |
| VT057087 | VDRC #206295 |
| VT042733 | VDRC #214040 |
| UAS-Stinger | Bloomington #65402 |
| UAS-miR-92a | E. Lai (Memorial Sloan Kettering Cancer Center, New York, USA) |
| UAS-sha-ΔUTR | Bloomington #32096 |
| UAS-svb | F. Payre, Toulouse, France |
| UAS-ovoB | F. Payre, Toulouse, France |
| UAS-Ubx/TM3, Ser | Bloomington #911 |
| UAS-tal | J.P. Couso and J.I. Pueyo-Marques |
| UAS-CG14395 RNAi | VDRC #17517 |
| UAS-Dcr/Cyo; VT042733/TM6B | J.P. Couso and J.I. Pueyo-Marques; VDRC #214040 |
| UAS-Dcr/Cyo; VT057077/TM6B | J.P. Couso and J.I. Pueyo-Marques; VDRC #205391 |
| wg-Gal4 | Bloomington #4918 |
| miR-92^KO^ | F.-B. Gao (University of Massachusetts Medical School, Worcester, Massachusetts, USA) |
| svb^PL107^/FM0 | F. Payre, Toulouse, France |
| y, svb^R9^, FRT19A | F. Payre, Toulouse, France |
| tal^S18^, FRT82B | J.P. Couso and J.I. Pueyo-Marques |

How the deposited data were processed for this re-analysis (not part of the article)

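Second legs of pupae aged 20 to 28 hours after puparium formation were compared between eworo, which has a large naked valley, and OreR, which has a small one. RNA-Seq was made on 3 libraries per strain and ATAC-Seq on 3 samples per strain. The stranded mRNA libraries were sequenced with paired ends. For the RNA the authors deposited, per library, FPKM of each gene from Cufflinks (version 2.2.1 in the submitters' processing notes) after alignment with TopHat2 (2.1.1). The FPKM of a library are fragments scaled to transcript length and to the mapped fragments of that library, and the authors did not scale them between libraries. Their comparison of the strains by Cuffdiff (version 2.2.1 in the captions of S1 to S3 Tables) is a deposited table with 1 FPKM per strain, a p-value and a q-value per gene. For the ATAC-Seq the authors deposited 1 peak list per strain from MACS2, whose header gives version 2.1.1.20160309, called on pooled reads with no control. For each peak the authors give the signal as the pileup of tags at the summit, the ratio (fold) of that pileup to the local background, and -log10 of the q-value. The pileup keeps 1 tag at most per position and strand, is not scaled between strains and cannot exceed 100.

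The libraries hold 17592 gene symbols that occur in all 6. Cufflinks assembled each library by itself and joined overlapping genes in a single entry, under names that differ between libraries. A gene or joined group entered the comparison where its entry had exactly the same name in all 6 libraries (11903 entries) and a mean above 1 FPKM (4848 entries, of which 4369 name a single gene). No symbol occurs in more than 1 entry of a library, so no values were added up. An earlier reading gave every gene of a joined entry the value of the entry (8436 genes above 1 FPKM), and its largest differences came from entries joined in one library and separate in another. It was therefore replaced after its values had been seen and is kept as an alternative. For counts of genes at or below 1 FPKM every gene takes the value of its entry, and the mean of the 3 libraries is used without scaling.

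Expression was compared with limma 3.58.1 in R 4.3.3. The FPKM of a library were divided by the median of its ratios to the geometric mean over libraries, 1 was added, and log2 values were fitted with strain as the only term (lmFit, eBayes with a trend in the variance). Adjusted p are from the Benjamini-Hochberg method, with a threshold of 0.05. The replicate numbers were not used as pairs, and libraries with the same number were no more alike than others. Gene lists of 5 or more compared genes were tested with camera (preset correlation of 0.01), with camera under an estimated correlation, and with fry (changes in one direction, and in either), and adjusted over 22 lists. The lists cover the network of the paper (S1 to S3 Tables), signalling by EGF, Wnt and Notch, leg patterning, planar cell polarity, the actin of trichomes, chitin and cuticle, zona pellucida proteins, the processing of Svb with the proteasome, ecdysone and developmental timing, pigmentation, tissue markers of muscle, neurons, tracheae, fat body and haemocytes, sex markers, heat shock, antimicrobial peptides, cytochromes P450, glutathione S-transferases, and ribosomal proteins of the cytosol and of mitochondria. The 27 lists, these tests, the alternatives not given below as added, and the rule on which genes to name were set before the data were examined. Single genes were also compared with exact permutation tests in scipy 1.17.1 (numpy 2.4.6, pandas 2.3.3 and Python 3.11.15), where 3 libraries against 3 cannot give a p under 0.1. Figures were drawn with matplotlib 3.10.9.

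Genes were named by a rule with 4 parts. These are every gene the paper names that the files hold, every gene of S1 to S3 Tables past the threshold in limma or with a q under 0.05 in the authors' table, and, among genes past the threshold whose libraries do not overlap between strains, the 10 largest rises and the 10 largest falls, without symbols that start with CR or name several genes. For each list described, up to 4 members were named, those past the threshold first and then those with the highest mean FPKM. The values of S1 to S3 Tables had been seen when the rule was written.

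Peaks of the strains counted as shared with an overlap of at least 1 bp. Intervals for shares are 95% Wilson intervals and cover counting error only. Enhancers, reporter regions and the deficiency at the *svb* locus were read from the drawing of Fig 3A against its axis. Gene positions come from the reference for Release 6 of the genome, which was used without strand.

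The fit was tested on simulated libraries with the spread of each gene in the real ones (5 simulations, 200 changed genes each). The simulated genes varied independently of each other, unlike those of the real libraries. The overlap of peaks was tested on simulated lists, where all 3000 shared peaks of 5000 were found. Alternatives covered the pseudocount (0.1), the filter (none, or a mean above 5 FPKM), the scaling (none, or quantile normalization), entries naming a single gene, each library left out, a replicate block, the variance model, and the authors' p-values. For peaks they covered a -log10 q of at least 5 or 10, an overlap of 50% of both peaks, summits within 100 bp and box edges moved by 500 bp. Alternatives added after the data were seen are zeros as missing, joined entries split, genes of known span, and removal of the trend with gene span by a lowess with a span of 0.3. The share of expressed genes with a peak at their transcription start was not computed, because strand and start sites were not used here. Peaks within 500 bp of either gene end were counted in its place. The tables of peaks in other formats hold the same peaks and were not used.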

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

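The tests of failed estimates, of failure at random, of the RNA sex markers, of gene span, of transcription of the ABC transporter gene, of draws from autosomes and of other splits of the libraries were chosen after the results were seen. The tests of peaks at genes listed at 0, of the heights of X peaks and of peaks near the calling threshold were chosen before.

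Most of the genes that differed between eworo and OreR lie outside the network that the paper discusses, as do most of the genes compared. Of 4848 genes compared, 12, 80 and 19 were of S1, S2 and S3 Tables. Whether the network differs less than other genes was not tested. In limma 125 genes outside S1 to S3 Tables passed the threshold. The real split of the libraries into strains called 128 genes and 3 targets of *svb*. The 3 libraries per strain allow 10 splits, too few for a share under 0.05, and 1 split, the real one, gave counts as large for both results. The highest of the other splits called 7 genes and 1 target. Of the genes higher in eworo 84 were called, and 52, 42, 46 and 45 without eworo replicate 1, eworo replicate 3, OreR replicate 1 and OreR replicate 3. Of the genes lower in eworo 44 were called, and 25 and 26 without eworo replicate 3 and OreR replicate 3. Targets of *svb* past the threshold fell from 3 to 1 without each of these 4 libraries.

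In the RNA libraries 15 genes were listed at 0 in every library of one strain and above 5 FPKM in every library of the other, genes on which the paper does not report. At 0 in eworo were *CG14352*, *CG17233*, *CG17272*, *CG3156*, *CR30009*, an ABC transporter gene (FBgn0010549), *Sirt4* (a deacetylase of mitochondria) and *Usp1* (a ubiquitin protease), and at 0 in OreR were *CG2157*, *CG42663*, *CG6950*, *Cnb* (a centrosomal protein), *DNApol-iota* (a DNA polymerase of damage bypass), *snoRNA:Or-CD1* and the joined entry of *CG17768* and *LSm-4*. All 15 genes have a peak of accessible chromatin within 500 bp of a gene end in the strain at 0. The lower Wilson bound of this share is 79.6%, against upper bounds of 44.0% (OreR) and 47.7% (eworo) for genes at or below 1 FPKM. The prediction set beforehand for loss of transcription in one strain was not met, but the peaks cannot decide the question. The ABC transporter gene and *snoRNA:Or-CD1* have such a peak too, where the authors' pooled comparison gives 0.775 and 0 FPKM in the strain at 0. Failure at random in single libraries, if equally likely for every gene, is argued against, since it would give 0.00451 such genes. Failure that recurs in genes prone to it was not tested and stays open. Estimates by Cufflinks that failed in one strain are a candidate explanation for 12 of the 15, for which the authors' pooled comparison gives values within 2-fold between the strains (*CR30009* only just, with 10.5 FPKM in eworo and 20.8 FPKM in OreR and q = 0.00188, so that a lower level in eworo stays open for it), though the files mark all 45 entries at 0 as OK, and why they failed in every library of a strain stays open, as does a sequence variant of a strain, which was not tested. For the ABC transporter gene a failed estimate is argued against, since the pooled comparison itself gives OreR 45.4 times the value of eworo (35.2 against 0.775 FPKM), but loss of its transcription stays open, as a peak in 1 gene decides nothing where 46.1% of eworo genes at or below 1 FPKM have one, while *CG2157* (3.44-fold) and *snoRNA:Or-CD1* (12.2 FPKM against 0) stay open.

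On the X chromosome eworo had 1.12 times as many peaks as OreR (7623 against 6779), in data that the paper examines at the *svb* locus alone, while on the 4 large autosome arms the ratio was 1.03 to 1.06. On the small chromosome 4 it was 0.888 (286 against 322 peaks). On Y it was 0.478, from only 11 against 23 peaks, and Y was not part of the prediction. More female nuclei in the eworo pools are a candidate explanation, since the median log2 height ratio of paired peaks was 0.025 on X and -0.024 to -0.019 on these arms, and 20.1% of eworo peaks on X had no OreR partner against 17.2 to 18.5%. The RNA libraries come from other pools, and neither *roX1* nor *roX2*, transcribed in males, was lower in every eworo library (0 of these genes), so they leave the sex of the ATAC-Seq pools open. At the *svb* locus 14 of 62 eworo peaks had no OreR partner, and draws of X peaks of like height gave 13.2 on average (8 to 19 in the middle 95%, as many in 45.1% of 10000 draws), and draws from the 4 large autosome arms, which lack the surplus of X, gave 11.8 (7 to 17, as many in 26.4%), which is consistent with peaks near the calling threshold and leaves a cause that covers X open. A difference between the strains in chromatin on X was not tested and stays open.

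As lists, cytosolic ribosomal proteins (median log2 difference 0.26) and mitochondrial ribosomal proteins (0.17) were higher in eworo and EGF signalling (-0.40) lower, with camera adjusted p of 0.000861, 0.00451 and 0.00451 at the preset correlation and 0.731 for each at an estimated one (p of 0.446, 0.457 and 0.190), except that the median of the cytosolic ribosomal proteins was -0.04 after quantile normalization. Other splits gave 3 or more lists in 6 of 10 cases, the real one included, and up to 10 lists where eworo replicates 1 and 3 stood with an OreR library, which points to a structure of the libraries, though 10 splits are too few for a share under 0.05. Expression deviated from the gene mean with gene span (Spearman across 3267 genes, which are not independent, -0.54 in eworo replicate 1 and 0.54 in eworo replicate 2), and among genes of known span 5 lists passed before and 0 after this trend was removed, which is consistent with read coverage that depends on gene span. For these 3 lists the calls ended as the medians moved towards 0, for cytosolic ribosomal proteins from 0.26 (quartiles 0.18 to 0.35) to 0.12 (0.03 to 0.21), for mitochondrial ribosomal proteins from 0.18 (0.09 to 0.29) to -0.03 (-0.09 to 0.09), for EGF signalling from -0.33 (-0.44 to -0.17) to -0.09 (-0.25 to 0.00), and likewise for leg patterning from -0.28 (-0.43 to -0.09) to -0.02 (-0.22 to 0.07), while ecdysone and developmental timing was still at -0.30 (-1.44 to -0.04) after -0.53 (-1.42 to -0.22), so that for it this reason is not shown. A difference between the strains in long genes was not tested apart from this trend and stays open, and without eworo replicate 1 no list passed (adjusted p of 0.0836, 0.320 and 0.0836).

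*Ddc*, which makes dopamine, and *Edg91*, a cuticle gene, were lower in eworo and are not discussed in the paper. The log2 difference was -2.92 for *Ddc*, and it ran from -2.58 to -3.36 with each library left out. *Edg91* had -2.25, with -1.92 to -2.52. *Edg91* lost its call whichever library was left out, and *Ddc* lost it except without OreR replicate 3.

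Entries without a gene name took 27.9% of the FPKM total of OreR replicate 2 and 16.4% of that of OreR replicate 1, against 0.777 to 1.52% in the other libraries. The highest such entry had 294826 FPKM in OreR replicate 2 and 144655 FPKM in OreR replicate 1. FPKM are relative to mapped fragments. The scaling factors, medians of ratios, were 0.998 to 1.01, so the middle of the genes lay level between the libraries. This does not put all genes on one scale. In eworo replicate 1 the median log2 deviation ran from 0.24 for the shortest genes to -0.41 for the longest.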

How the results depend on the processing

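The alternatives zeros as missing, joined entries split, genes of known span and gene span trend removed were chosen after the results were seen, and all others before. The cause of a change was not tested unless it is named.

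Numbers of genes higher and lower in eworo, 84 and 44 in limma, moved with the filter, the replicates and the test. With a mean above 5 FPKM 47 and 24 were called among 3880 genes compared. With the authors' Cuffdiff p-values 166 and 110 were called. With 1 library left out 42 to 91 genes were higher and 25 to 60 lower. With a replicate block 14 and 13 remained among the 128 genes, all 27 of them shared, although replicate numbers do not pair the libraries (correlations of deviations -0.04, -0.11 and 0.05 for equal numbers). Settings that kept the counts within 1.5-fold shared 128 (no scaling), 125 (no trend), 120 (pseudocount 0.1), 120 (entries of a single gene), 110 (quantile normalization), 107 (zeros as missing), 99 (genes of known span), 89 (without eworo replicate 2), 80 (gene span trend removed), 75 (no filter), 74 (joined entries split) and 68 (without OreR replicate 2) of these genes.

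Targets of *svb* past the threshold, 3 in limma, were 1 with no filter, 1 with a mean above 5 FPKM, 1 to 3 with a library left out (1 without eworo replicates 1 or 3 or OreR replicates 1 or 3), 0 with a replicate block and 7 with the authors' Cuffdiff p-values. No gene independent of *svb* passed in limma, against 0 to 1 with a library left out (1 without eworo replicate 2) and 1 with the authors' Cuffdiff p-values. No upstream gene passed, against 0 to 1 with a library left out, *Egfr* without eworo replicate 2. For *jigr1* no alternative that gives it a value passed, and entries of a single gene, genes of known span and removal of the gene span trend give none. Of 29 named genes past the threshold 29 kept their call without scaling and with quantile normalization, 22 to 24 with a library left out, 18 with a replicate block and 12 with the authors' p-values.

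Under the authors' Cuffdiff p-values and FPKM the direction reversed for *CG42663* (-0.20), *DNApol-iota* (-0.024) and *Sirt4* (0.35), genes listed at 0 in all libraries of one strain. None of the 3 passed there, with adjusted p of 0.712, 0.989 and 0.473. That table gives a value above 0 for both strains in place of the 0.

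Gene lists past the threshold, 3 with camera, were 8 with no filter, 5 with entries of a single gene, 0 to 7 with a library left out (0 without eworo replicate 1, 6 without eworo replicate 2 and 7 without OreR replicate 2), 5 among genes of known span and 0 with the gene span trend removed. The median of cytosolic ribosomal proteins reversed to -0.045 with quantile normalization (camera adjusted p = 0.232, with 8.46e-07 to 0.241 over the alternatives), and that of mitochondrial ribosomal proteins to -0.029 with the gene span trend removed (adjusted p = 0.882, with 1.92e-06 to 0.882). The median of genes independent of *svb* turned to 0.090 there, in a list that did not pass.

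Targets of *svb* at or below 1 FPKM, 29 by the mean of at least 1 strain, were 50 when any 1 of the 6 libraries sufficed. Upstream genes at or below the limit, 4 at 1 FPKM, were 1 at a limit of 0.5 FPKM. The construction of both alternatives shows the cause. Other alternatives of these counts stayed within 1.5-fold.

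Shared peaks, 81.7% of eworo and 86.6% of OreR peaks, moved with the overlap and the threshold. With 50% of both peaks 70.8% and 74.8% were shared, with summits within 100 bp 74.4% and 78.6%, and with a -log10 q of at least 10 69.5% and 89.8%. At a -log10 q of at least 5 it was 89.4% of OreR peaks. With the stricter threshold of 10, 2 enhancers kept a peak in eworo and 2 in OreR, and 7 and 6 reporter regions. The *svb* locus kept 39 eworo and 24 OreR peaks at a -log10 q of at least 5, and 10 and 8 at 10. Fewer peaks at a stricter threshold follow from its construction.

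The share of expressed genes with a peak at their start, with its alternatives, was not run. Depth as implied by the deposited confidence limits, an approximation, differs little between the RNA libraries (9734367 to 10631755 fragments). In simulated libraries, whose genes vary independently unlike the real ones, 57.4% of genes changed by log2 1 were recovered. Smaller changes can go unseen.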

Differences from the paper's values

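The paper's FPKM and their ratios come from S1 to S3 Tables, which hold 1 FPKM per strain, and the error taken for them is the distance from the middle of their confidence interval to its limits. An FPKM counts as differing where it is over 1.5 times the other and the gap exceeds the larger of that error and the SD of the libraries, and a log2 ratio where the signs differ or the gap exceeds the larger error. So a wide SD can keep values several times apart from counting. The alternatives named were set before the data were examined: scaled FPKM, the authors' Cuffdiff FPKM and each library left out.

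For *hh*, the Hedgehog ligand, the paper's values give a log2 ratio of eworo over OreR of 0.13, and the libraries give -0.18. The signs are the same with the authors' Cuffdiff FPKM and without OreR replicate 1 (0.02), and they differ with the other alternatives.

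For *CG2663* the paper's values are 81.2 FPKM in eworo and 84.3 FPKM in OreR, and the libraries give 30.6 and 17.6 FPKM. The paper's log2 ratio is -0.056 and the one found here is 0.80. For *CG7173* the paper's values are 58.4 and 50.2 FPKM, with a log2 ratio of 0.22, and the libraries give 1.67 and 7.25 FPKM, with a log2 ratio of -2.12. These values differ under every alternative. In the authors' deposited table the paper's values of *CG2663* stand in the entry of *Rab23*, and those of *CG7173* in the entry of *Rpb8*. In S2 Table 12 of 168 entries hold values that the deposited table gives to another gene, and in S1 Table 1 of 22 does.

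For *kar*, an eye colour gene of the transporter family, the paper's values are 9.88 FPKM in eworo and 18.8 FPKM in OreR, against 60.0 and 87.8 FPKM here. With the authors' Cuffdiff FPKM neither differs, and the eworo value does not count as differing without eworo replicate 2 (48.7) or eworo replicate 3 (46.9), though still far above the paper's, since the libraries lie wide apart (11.3, 82.6 and 86.1 FPKM). The other alternatives leave the differences.

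For *yellow-b* the paper's value in eworo is 8.37 FPKM, against 32.7 FPKM here. It does not differ with the authors' Cuffdiff FPKM, and it does not count as differing without eworo replicate 2 (25.3) or eworo replicate 3 (28.6), though still above the paper's, since the libraries lie wide apart (9.55, 47.6 and 41.0 FPKM). It differs with scaled FPKM and without eworo replicate 1 (44.3). The paper's log2 ratio of *yellow-b* is -1.76, against -0.50. This ratio does not differ with the authors' Cuffdiff FPKM or without eworo replicates 2 or 3 or OreR replicates 1 or 3, and it differs with scaled FPKM and without eworo replicate 1 or OreR replicate 2.

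For *pk*, of planar cell polarity, the paper's values are 45.4 and 51.0 FPKM in eworo and OreR, against 105 and 115 FPKM for an entry joined with *esn*. For *spz6* the paper's values are 152 and 104 FPKM, against 311 and 222 FPKM for an entry joined with *CG3880* and *CG3894*. These values do not differ with the authors' Cuffdiff FPKM alone.

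The paper counts 28 targets of *svb* and 12 genes independent of *svb* as not expressed, and 29 and 13 were found here at its limit of 1 FPKM in at least 1 strain. With the authors' Cuffdiff FPKM the counts are 27 of 158 and 12 of 42 genes that have an entry there, against 161 and 43 genes in the libraries. S2 and S3 Tables come from the same comparison, so meeting the paper's count of 12 is no independent check either. With any 1 of the 6 libraries sufficing, 50 targets are counted.

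The paper names DG3, E and 7 as the larval enhancers with accessible chromatin. In the peak lists DG2 also overlaps 3 peaks in OreR and 4 in eworo. S8 and S9 Files give the peaks of the *svb* locus, and the chromosome they name is 3R, where all 70 peaks of each file stand in the deposited lists. None of the 70 stands on X, where the *svb* locus lies.

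The paper states that no known regulator of *svb* differs between the strains, and none of 12 passed in limma. In S2 Table the paper gives 10 of 168 entries a q under 0.05, while limma compared 80 of the 161 genes of the table found in the libraries, so that the counts come from unlike sets. Of these genes 3 passed, and 7 passed with the authors' Cuffdiff p-values adjusted over the genes compared.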

Other observations

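The tests of pool ages and of failed estimates for *Ddc* and *Edg91* were chosen after the results were seen.

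Besides the genes given at the claims, the largest differences between eworo and OreR were in genes with a 0 in some libraries. *CG43273* was listed at 0 in eworo replicate 1, had 0.103 and 0.0654 FPKM in replicates 2 and 3 and 12.4, 13.1 and 12.9 FPKM in OreR (log2 difference -3.70, limma adjusted p = 0.000162). It kept its call with every library left out, and with the authors' Cuffdiff p-values it did not pass (adjusted p of 0.657, against 3.76e-05 to 0.657 over its alternatives). *Appl*, the amyloid precursor gene of neurons, was listed at 0 in the 3 eworo libraries and had 22.5, 4.23 and 19.4 FPKM in OreR (adjusted p = 0.0438). With 1 library left out it kept its call only without OreR replicate 2 (0.00112, with 0.00112 to 0.615 over its alternatives), and the authors' deposited table gives it 10.9 FPKM in eworo and 13.3 FPKM in OreR.

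In the pooled legs the lists of tissues and processes fixed beforehand were mostly without called genes. Adjusted p are from camera with the preset correlation, and with an estimated correlation no list passed. With fry no list passed in one direction (smallest adjusted p of 0.416, and of 0.0692 without eworo replicate 2). Under the alternatives the cytochromes P450 alone passed in this way, with the gene span trend removed (0.0309). For changes in either direction fry passed 6 lists, the cytochromes P450 (adjusted p = 0.000224), chitin and cuticle (0.00569), cytosolic ribosomal proteins (0.00569), pigmentation (0.00761), ecdysone and developmental timing (0.00801) and planar cell polarity (0.0319). It passed 2, 20 and 4 lists without eworo replicates 1 to 3 and 1, 8 and 5 without OreR replicates 1 to 3, and of the 6 lists the cytochromes P450 alone passed without each library. The calls in either direction were lost for chitin and cuticle without OreR replicate 1 (0.0641), for cytosolic ribosomal proteins without eworo replicate 1 (0.0546), eworo replicate 3 (0.0584) or OreR replicate 1 (0.0701), for pigmentation without eworo replicate 1 (0.0536) or OreR replicate 1 (0.0906), for ecdysone and developmental timing without eworo replicate 1 (0.477), eworo replicate 3 (0.0584) or OreR replicate 1 (0.570), and for planar cell polarity without each library except eworo replicate 2 (0.0701 to 0.430). With the gene span trend removed, which was chosen after the results were seen, chitin and cuticle did not pass either (0.0702). A replicate block left 4 lists past the threshold in either direction, against 6 without it.

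Of 17 leg patterning genes none passed in limma (2 at an unadjusted p under 0.05, 2 lower when adjusted over the list alone), with a median log2 difference of -0.27 and an adjusted p of 0.0522. Among them *drm* had 99.1 ± 3.5 FPKM in eworo and 133 ± 12 FPKM in OreR, and *dac* had 84 ± 26 and 116 ± 12 FPKM (SD, n = 3 each). The leg list passed without eworo replicate 2 (0.00553), OreR replicate 1 (0.0442) or OreR replicate 2 (0.0222). It also passed with no filter (0.00963), a mean above 5 FPKM (0.0351), entries of a single gene (0.0231) and a replicate block (0.0378). The same holds for joined entries split (0.00773) and genes of known span (0.0235). Over all alternatives its adjusted p ran from 0.00553 to 0.468, the highest with the gene span trend removed. Of 7 genes of planar cell polarity none passed (3 at an unadjusted p under 0.05, adjusted over the list alone 1 higher and 2 lower, adjusted p = 0.161). The Golgi kinase gene *fj* had 59.4 ± 4.5 and 88.1 ± 7.0 FPKM (log2 difference -0.56, adjusted p = 0.0687), and *ds*, the cadherin it modifies, had 37.5 ± 13 and 66.8 ± 4.1 FPKM. With the gene span trend removed *fj* passed (-0.51, adjusted p = 0.0459, with 0.0459 to 0.304 over the alternatives), and without eworo replicate 2 *ds* did (0.0196, with 0.0196 to 0.475).

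Of 17 genes of the actin of trichomes none passed (3 at an unadjusted p under 0.05, none adjusted over the list alone), with a median of -0.16 and an adjusted p of 0.161, and Arp3 had 77.8 ± 23 and 62.8 ± 6.1 FPKM (SD, n = 3 each). Of 19 genes of chitin and cuticle none passed (6 at an unadjusted p under 0.05, none adjusted over the list alone), with a median of -0.02 and an adjusted p of 0.914. For crok, of septate junctions, the libraries gave 136 ± 24 and 119 ± 5.9 FPKM. Of 4 genes listed under zona pellucida proteins none passed (0 at an unadjusted p under 0.05). This list also holds mas, a serine protease homologue and not a zona pellucida protein, with 21.0 ± 2.1 and 22.5 ± 1.3 FPKM. Of 16 genes of Svb processing and the proteasome none passed (0 at an unadjusted p under 0.05), with a median of 0.18 and an adjusted p of 0.161. The subunit gene Prosbeta2 had 236 ± 37 and 219 ± 20 FPKM. Of 10 genes named in the paper's text and compared, none passed (3 at an unadjusted p under 0.05, none adjusted over the list alone).

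Among tissue markers, none of 13 muscle genes passed (1 at an unadjusted p under 0.05, none adjusted over the list alone, adjusted p = 0.161). The muscle actin gene *Act87E* had 210 ± 40 and 170 ± 17 FPKM (SD, n = 3 each), and the muscle list passed without OreR replicate 2 (0.0222, with 0.0222 to 0.594 over the alternatives). Of 16 markers of neurons and sensory organs *Appl* alone was lower (2 at an unadjusted p under 0.05, 1 lower adjusted over the list alone, adjusted p = 0.161), and this list too passed without OreR replicate 2 (0.0222, with 0.0222 to 0.608). Its median of -0.24 turned to 0.09 without eworo replicate 1 and to 0.04 without OreR replicate 3. The proneural gene sc had 16.2 ± 1.1 and 15.4 ± 0.80 FPKM. Of 4 tracheal markers none passed (1 at an unadjusted p under 0.05), and *Gasp* had 31.8 ± 1.8 and 37.6 ± 6.6 FPKM. Of 8 fat body markers none passed (1 at an unadjusted p under 0.05, 1 lower adjusted over the list alone), with a median of 0.55, a mean of 0.04 and an adjusted p of 0.606. The storage protein gene *Lsp2* had 174 ± 58 and 238 ± 34 FPKM. Of 5 haemocyte markers none passed (1 at an unadjusted p under 0.05, none adjusted over the list alone, adjusted p = 0.914), and the collagen gene *Col4a1* had 32.9 ± 2.7 and 31.8 ± 1.4 FPKM. Of 4 sex markers none passed (0 at an unadjusted p under 0.05), and *tra* had 33.1 ± 3.9 and 30.2 ± 1.3 FPKM.

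Of 9 heat shock genes none passed (3 at an unadjusted p under 0.05, none adjusted over the list alone), with a median of 0.42 and an adjusted p of 0.395. *Hsp83* had 849 ± 21 and 1226 ± 425 FPKM (SD, n = 3 each). Of 6 glutathione S-transferases none passed (1 at an unadjusted p under 0.05, none adjusted over the list alone, adjusted p = 0.824), and GstT4 had 67.3 ± 15 and 61.4 ± 7.5 FPKM. For the 18 cytochromes P450 the list test gave an adjusted p of 0.421, and Cyp9c1 had 25.9 ± 1.5 and 17.2 ± 2.2 FPKM (log2 difference 0.57, adjusted p = 0.105). For the 12 antimicrobial peptide genes it gave 0.187, with a median of 0.88. Of 45 genes of mitochondrial ribosomal proteins none passed alone (3 at an unadjusted p under 0.05, none adjusted over the list alone), with 36 above 0 and 9 below. The camera p of that list with an estimated correlation was 0.457. Of 39 genes of cytosolic ribosomal proteins 37 were above 0, *RpS5b* alone passed and was lower, and with quantile normalization their median was below 0 (-0.04). With an estimated correlation the camera p of that list was 0.446. The most abundant, *RpL41*, had 15597 ± 3503 and 12202 ± 1505 FPKM.

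Pigmentation genes were listed because eworo carries a mutation that darkens the cuticle. Of 8 compared *Ddc* alone passed (4 at an unadjusted p under 0.05, adjusted over the list alone 1 higher and 2 lower, adjusted p = 0.516). Of these yellow-c, of the yellow family, had 201 ± 15 and 140 ± 17 FPKM (SD, n = 3 each; log2 difference 0.53, adjusted p = 0.125).

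*Ddc* and *Edg91* respond to ecdysone, and one hypothesis is that the pools differ in age within the window of 20 to 28 hours after puparium formation. The 14 genes of ecdysone and developmental timing had a median log2 difference of -0.40, with 2 lower in limma (3 at an unadjusted p under 0.05, adjusted over the list alone 1 higher and 2 lower), and the list did not pass with camera (adjusted p = 0.161). It passed with entries of a single gene (0.0230) and among genes of known span (0.0231), with 0.0230 to 0.521 over the alternatives. The list holds *Ddc* and *Edg91*, the 2 that were lower. Without them 12 genes had a median of -0.31 (quartiles -0.55 to 0.04) and an adjusted p of 0.516 with camera and 0.207 with fry in either direction. With entries of a single gene, 9 genes were left, with a camera adjusted p of 0.159. Their median was -0.38 (quartiles -0.61 to -0.22), against -0.54 with *Ddc* and *Edg91*, so much of the difference stayed there. No call of the list held without these 2 genes. The exception is fry without eworo replicate 2 (0.00676). In this list ImpE2 had 5472 ± 625 FPKM in eworo and 6478 ± 677 FPKM in OreR (SD, n = 3 each). Without eworo replicate 1 the median of the whole list was 0.03 and that of the 12 genes 0.06, and the design gives the age of no pool, so age and strain cannot be told apart. Failed estimates are argued against, since no library is listed at 0 for *Ddc* or *Edg91* and the authors' deposited table gives OreR at least 4.69 times the value of eworo for both.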
